# Stimulation of Adult Muscle Stem Cells with BMPs Results in Direct Activation of Notch Pathway Genes

**DOI:** 10.3390/cells15161490

**Published:** 2026-08-19

**Authors:** Birthe Katrin Alexandra Lange, Ioanna Polydorou, Viktoriia Huryn, Angelina M. Georgieva, Shanshan You, Thomas Müller, Susanne Morales-Gonzalez, Bettina Brandt, Carmen Birchmeier, Helge Amthor, Markus Schuelke

**Keywords:** bone morphogenetic protein, Notch pathway, adult muscle stem cell, mouse, RNA-sequencing, transcription factor binding site, pSMAD1/5/9, SMAD4, CUT&Tag

## Abstract

**Highlights:**

**What are the main findings?**

- BMP6 stimulation upregulates classical Notch pathway genes.
- CUT&Tag after BMP6 stimulation identifies pSMAD1/5/9 and SMAD4 binding sites in promoters and regulatory regions of Notch and BMP pathway genes.

**What are the implications of the main findings?**

- A set of well-characterized genes that suppress myogenic differentiation, i.e., *Id1*, *Hes1*, and *Hey1*, are direct target genes of BMP6.
- BMP and Notch signaling share *Hes1* and *Hey1* as direct targets.

**Abstract:**

Muscle stem cells (MuSCs) are the cellular source for the generation and regeneration of skeletal muscle. Proper muscle growth requires precise control over the differentiation and self-renewal of MuSCs. Signaling systems, such as bone morphogenetic proteins (BMPs) and Notch, suppress the myogenic differentiation of MuSCs. This allows the expansion of the progenitor pool necessary for muscle growth. To better understand the molecular mechanisms and target genes of BMPs during myogenesis, we examined the response of adult mouse MuSCs to BMP6. BMP6 stimulation of freshly isolated MuSCs suppressed myogenic differentiation. Short-term stimulation (one hour) rapidly increased the expression of classical BMP target genes, such as *Id1*, as well as Notch pathway genes, including *Hes1*, *Hey1*, *Lfng*, and *Snai1*. We used Cleavage Under Targets and Tagmentation (CUT&Tag) to generate whole-genome binding profiles for pSMAD1/5/9 and SMAD4, which are transcriptional effectors of the BMP pathway. This method detected dynamic binding in promoters and regulatory elements of direct BMP targets, including Notch pathway genes. Our data demonstrate that BMP6 is a potent suppressor of MuSC differentiation and reveal that a subset of well-characterized anti-myogenic genes (i.e., *Hes1* and *Hey1*) are shared targets of the BMP and Notch pathways.

## 1. Introduction

Adult muscle stem cells (MuSCs), also known as satellite cells, play an important role in muscle homeostasis and regeneration. MuSCs either proliferate to expand the MuSC pool or differentiate to form new muscle fibers [1,2,3]. In healthy, uninjured skeletal muscle, MuSCs are quiescent and express the paired-box transcription factor *Pax7*. In response to physiological triggers, such as exercise, muscle injury, or disease, MuSCs proliferate and produce myogenic differentiation factors such as MYOD and MYF5, in addition to PAX7. Terminal differentiation and fusion into myofibers are accompanied by the upregulation of myogenin (*Myog*), a transcription factor, as well as fusion genes such as Myomaker (*Mymk*) [1,4,5,6]. This is followed by exit from the cell cycle.

MuSCs constantly respond to environmental triggers, such as a broad spectrum of signaling molecules, including bone morphogenetic proteins (BMPs), Notch ligands, hepatocyte growth factor (HGF), insulin-like growth factor 1 (IGF-1), transforming growth factor-β (TGF-β), fibroblast growth factors (FGFs), and Wnts (reviewed in [7]). These molecules initiate signaling cascades that control gene expression. In addition to receiving cues from other cell types, MuSCs communicate with each other via cell-to-cell interactions [8,9] and autocrine signaling [10]. The molecular mechanisms and cues that regulate MuSC function are the subject of intense research.

The BMP pathway is one of the signaling cascades that regulate MuSCs [11,12]. BMPs belong to the TGF-β superfamily and bind to type I and type II receptor serine/threonine kinases. Upon ligand binding, these kinases trans-phosphorylate the effector proteins SMAD1, SMAD5, and SMAD9 [13]. Phospho-SMAD1/5/9 form complexes with SMAD4 and translocate into the nucleus, where they modulate the transcription of BMP target genes, including members of the inhibitor of DNA binding (*Id*) gene family [14]. TGF-β, on the other hand, uses pSMAD2/3 and SMAD4 for signaling [13]. ID proteins strongly bind to the E proteins E12 and E47, which are heteromeric partners of the myogenic factors MYF5, MYOD1, and MYOG. Thus, ID proteins deplete myogenic factors of their partners required for optimal DNA binding by tethering E proteins away [15].

Disrupting BMP signaling during postnatal myogenesis severely impacts muscle formation [11]. Activation of the pathway by exogenous BMPs in culture prevents the differentiation of MuSCs and prolongs their proliferative phase [11,16,17]. Conversely, abrogating BMP signaling in vivo using genetic ablation of the BMP receptor type 1A (*Bmpr1a*) or inhibiting BMP signaling by overexpressing an inhibitor (*Noggin*) or an inhibitory SMAD (*Smad6*), promotes differentiation [11]. Thus, BMP signaling suppresses MuSC differentiation [16,17]. BMP inhibition also directly affects muscle fibers, resulting in muscle wasting [12,18].

The Notch signaling system represents an evolutionarily conserved pathway [19,20]. Signal-sending cells present membrane-bound ligands such as Delta-like (DLL1/3/4) or Jagged (JAG1/2) on their surface, while signal-receiving cells express the Notch receptors (NOTCH1–4) [21]. Upon ligand binding, the Notch receptor is cleaved by γ-secretase and the Notch intracellular domain (NICD) is released and translocates to the nucleus, where it binds to RBPJ [22]. The NICD–RBPJ complex then activates Notch target genes, among them the Hes/Hey family of transcriptional repressors [23].

Notch signaling is an important regulator of myogenesis, controlling the balance between the self-renewal and differentiation of MuSCs during development and regeneration [24,25,26]. Presentation of exogenous ligands stimulates Notch signaling, which suppresses differentiation. Conversely, pharmacological inhibition or mutations that interfere with Notch signaling promote differentiation [9,27]. Hes/Hey factors, which are induced by Notch signaling, inhibit differentiation in vivo and in cultured MuSCs by directly repressing *Myod1* and *Myog* transcription [27,28,29]. Interestingly, *Hes1*, *Myod1*, and *Dll1* are expressed in an oscillating manner in activated MuSCs [9,27]. Notch signaling plays an additional role in the adult muscle: maintaining MuSCs in a quiescent state [30,31]. In summary, activation of both the Notch and BMP pathways suppresses myogenic differentiation.

Previous investigations of BMP signaling in myogenesis have primarily focused on cellular consequences, such as differentiation, through the long-term exposure of MuSCs to BMPs [16,17]. Mechanistic studies have described crosstalk between the BMP and Notch pathways in myogenic cells, relying on classical techniques such as pull-down experiments and promoter assays [32,33].

Here we use RNA-sequencing (RNA-seq) and Cleavage Under Targets and Tagmentation (CUT&Tag) in MuSCs to characterize direct BMP target genes. This allows us to better understand the fine-tuning of differentiation by BMPs. Our analysis focuses on immediate and direct changes in gene expression, i.e., short-term responses to BMPs. MuSC stimulation with BMPs rapidly resulted in the upregulation of classical targets, such as *Id1*, as well as Notch pathway genes including *Hes1*, *Hey1*, *Lfng*, and *Snai1*. This upregulation occurred independently of Notch signaling. Additionally, our experiments revealed that transcription factors acting downstream of BMPs (i.e., pSMAD1/5/9 and SMAD4) bind to promoters and regulatory sequences of Notch pathway genes. These findings highlight a direct control of the Notch pathway by BMP signaling and provide a mechanistic basis for the effects of BMPs on MuSC differentiation.

## 2. Results

### 2.1. Rapid Activation of the BMP Signaling Cascade and Notch Genes in MuSCs upon BMP Stimulation

It has been reported that BMP signaling suppresses the myogenic differentiation of MuSCs. While most studies have used BMP4, other BMPs have been reported to possess similar activity [12,16,17,33,34]. Previously, we found that BMP6 is dominantly expressed in MuSCs [11]. Therefore, we tested its activity in an experiment in which MuSCs were exposed to BMP6 over a period of four days in culture. As a control, we used a cell culture medium without additional exogenous BMP6 (Figure 1B). BMPs are known to be present in serum [11,17]. To deplete BMPs in the medium, we used the soluble extracellular domain of the BMP receptor 1A (BMPR1A-Fc) as an additional control. Analysis of phospho-SMAD1/5 by immunofluorescence on day 4 demonstrated an enhanced signal intensity in the presence of BMP6 (Figure 1A). Myotube formation was observed beginning on day 4 of culture and was visualized and analyzed using a pan-myosin heavy chain antibody (Figure 1A). This showed that exogenous BMP6 strongly suppressed differentiation. In contrast, the addition of the soluble antagonistic BMP receptor enhanced differentiation. The fusion index in control cultures on day 4 was 16.8 [SD 5.7], was 5.7 [SD 2.3] in the presence of exogenous BMP6, and was 25.0 [SD 2.5] in the presence of the antagonistic BMP receptor. The expression of *Myog* and *Mymk* marked the onset of differentiation on day 3 (Figure 1C). Their expression was decreased with the addition of BMP6 and increased with the addition of the antagonistic BMP receptor fragment (Figure 1C). Thus, BMP6 was confirmed to be a potent inhibitor of differentiation in cultured MuSCs.

Previous experiments analyzing the time course of MuSC responses to BMPs showed that expression of *Id1*, a direct BMP target gene, had already peaked 1 h after BMP4 exposure (Figure S1D in reference [11]). In order to systematically define the direct targets of BMP, we employed short-term stimulation and compared the responses of MuSCs to BMP6 and BMP4 using RNA-seq after 1 h of stimulation. Cells treated with an antagonistic BMP receptor were used as a control. This analysis revealed substantial overlap between BMP6- and BMP4-responsive genes (Figure 2). Using a stringent cut-off of a fold change (FC) of ≥2.0 or ≤0.5, we identified 89 differentially expressed genes (DEGs) that were controlled by BMP6 and/or BMP4. The false discovery rate was derived using the Benjamini–Hochberg correction (FDR(BH)) and set to <0.1, as suggested for exploratory experiments with a low number of biological replicates by Love et al. (2014) [36] (Figure 2A, Table S2; see Figure S1A for effects in individual samples). These 89 DEGs included sixteen genes from the BMP and Notch signaling pathways as well as two additional genes controlling skeletal muscle development (Figure 2A; see Table S1 for a full list of pathway genes). The majority of DEGs were found to be upregulated. Of the few downregulated genes, one encoded the myogenic determination factor 5 (*Myf5*). As we did not identify any pSMAD1/5/9 or SMAD4 binding sites upstream of *Myf5* (see Section 2.4), we hypothesize that *Myf5* downregulation might have been achieved indirectly through SNAI1 binding to its promoter, resulting in transcriptional repression, as was described in alveolar rhabdomyosarcoma cells [37]. 

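Consensus CUT&Tag peaks of 2 biological replicates were looked up at Myf5 (ENSMUSG00000000435.2), which lies on the minus strand of chromosome 10 of GRCm39 from 107318769 to 107321995 and has 3 exons in its canonical transcript. Within 20 kb of the gene body, no pSMAD1/5/9 peak was listed in BMP6-stimulated cells or in control cells. For SMAD4, 3 peaks were listed in BMP6-stimulated cells. The first lay in an intron, from 107320234 to 107320818, and the others lay upstream of the gene, with summits 3068 bp and 13578 bp from the TSS. In control cells, 4 SMAD4 peaks were listed, all of them upstream, with summits 1609 bp, 2548 bp, 5750 bp and 13628 bp from the TSS. By signal, the strongest of these SMAD4 peaks ranked 6887 among the 12860 SMAD4 peaks of BMP6-stimulated cells and 4421 among the 8577 of control cells. These peaks were close to the IDR threshold. The −log10 of the IDR lay between 1.38 and 1.91 in BMP6-stimulated cells, so none of them passed the stricter threshold of 0.01, and between 1.46 and 2.03 in control cells, where only the peak farthest from the TSS passed it. Each list is 1 consensus per condition, so the peaks carry no error between replicates.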

In our data, *Snai1* expression was highly upregulated in response to BMP treatment.

Gene ontology analysis [38,39] of DEGs observed after BMP6/4 treatment demonstrated an enrichment of the terms “TGF-β signaling”, “signaling regulating pluripotency”, and “Notch signaling” (Figure 2B). Indeed, eight of the 89 genes regulated by BMP6/4 encode components of the Notch pathway. For example, *Hes1* and *Hey1*, which are important Notch effectors that repress the differentiation of MuSCs by suppressing the transcription of *Myod1* and *Myog* [40,41], were found to be upregulated in the RNA-seq experiment. Additionally, *Lfng*, a gene that encodes a glycosyltransferase that modifies the Notch receptors, and *Snai1*, a Notch pathway target that is known to modify MYOD function [42,43], were strongly upregulated by BMP6 and BMP4. The RNA-seq results were validated using mRNA expression arrays and qPCR arrays (Figures S1B and S2A–C; Table S3).

### 2.2. Activation of Notch Genes Is Independent of Notch Pathway Activity and Protein Synthesis

The strong induction of Notch pathway genes such as *Hes1*/*Hey1* just 1 h after the addition of BMP6 to MuSCs suggests that BMP6 directly regulates the expression of these genes. To eliminate the possibility of other mechanisms, such as the induction of Notch signaling or the synthesis of new proteins, we examined the responses to BMP6 using RNA-seq in the presence or absence of **(i)** DAPT, a Notch signaling inhibitor, or **(ii)** cycloheximide, a protein synthesis inhibitor. DAPT had little to no effect on the BMP-induced expression of *Hes1*, *Hey1*, *Lfng*, and *Snai1* or on the expression of the known direct BMP target gene *Id1*, at 1 and 3 h of BMP treatment (Figure 3). Cycloheximide further enhanced the BMP6-dependent expression of *Hes1*, *Lfng*, and *Snai1*, an effect that appeared to be more pronounced after 3 h, suggesting the presence of negative feedback loops. Negative feedback loops have indeed been extensively studied in the context of Hes1, which transcriptionally represses its own promoter [44]. The time required for the transcription, splicing, and translation of *Hes1* was estimated to be around 40 min [45]. Therefore, the full establishment of the feedback loop requires time.

Aside from *Hes1*/*Hey1*, several direct target genes of the canonical Notch signaling pathway had been previously identified in MuSCs [28,46]. Among these, *Col5a1* and *Sgca* responded to BMP6, while the other 11 genes did not (Figure S3). The changes in *Col5a1* and *Sgca* transcript levels were smaller than a factor of 1.5 and were not reversed by Notch inhibition, further supporting the notion that BMP6 controls *Hes1*/*Hey1* in MuSCs independently of Notch signaling.

### 2.3. BMP6 Stimulation Induces the Production of HES1 Protein and Synchronizes Hes1 Oscillations

Next, we investigated whether the HES1 protein was produced in response to BMP stimulation. To monitor this, we used MuSCs obtained from a *Hes1*-*nLuc* mouse strain, in which the luciferase coding sequences have been inserted into the endogenous *Hes1* gene. This results in the production of a HES1-nLuc fusion protein. After starvation, the cells were exposed to BMP6, and the luciferase activity was monitored using live imaging of single cells. The luciferase signals were then averaged over 10 cells (Figure 4A). This revealed rapid production of the HES1-nLuc protein, a peak in luciferase activity at 1 h after the addition of BMP, and a subsequent decline. Thus, BMP synchronously boosts the production of the HES1 protein in MuSCs. The subsequent reduction in luciferase activity likely reflects the onset of the negative feedback [44]. This reduces *Hes1* transcription due to repression by the HES1 protein. The short half-life of HES1 then allows a new round of *Hes1* expression to begin, resulting in oscillation. As oscillations are asynchronous and noisy, only intermediate levels of luminescence activity are then observed in the averaged traces (Figure 4A,B; see also [41]).

### 2.4. CUT&Tag Detects Direct Binding of BMP Pathway Effectors to Notch Genes

Next, we tested whether the Notch pathway genes that had been upregulated were bound by SMADs, which are the transcriptional BMP effectors. To do this, we performed CUT&Tag using antibodies against pSMAD1/5/9 and SMAD4, the transcription factors that cooperatively bind to and activate BMP target genes. Additionally, we performed CUT&Tag using an antibody against H3K27ac, a histone modification that marks active promoters and enhancers [47]. 

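The CUT&Tag experiment comprised 14 libraries from mouse MuSCs, each made from 100000 cells. The cells were starved for 6 h in the presence of 200 ng/mL soluble BMPR1A and then received 100 ng/mL BMP6 or vehicle (4 mM HCl with 0.1% BSA) for 1 h, before fixation in 0.1% formaldehyde for 2 min. CUT&Tag directs the Tn5 transposase to an antibody on chromatin, so that fragments are cut and tagged where the antibody is bound. Libraries for pSMAD1/5/9, SMAD4 and H3K27ac had 2 biological replicates per condition. The other 2 libraries, made without primary antibody, were not analysed here. The authors called peaks in each replicate with JAMM and deposited 1 consensus list per antibody and condition, filtered by irreproducible discovery rate (IDR) at a threshold of 0.05, with positions in GRCm39. Each of the 6 lists gives a signal value for the consensus peak, which equals the sum of the values of both replicates. Signal was compared only by rank within a list, because the values of different lists are not on a stated common scale. The lists give no read counts, so the depth behind a peak is unknown. Peaks were counted as shared when they overlapped by at least 1 bp, and shares are given with Wilson 95% intervals, which cover counting error over peaks and not the error between replicates.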

To correlate the CUT&Tag experiments with changes in gene expression, the same cells were used in a parallel RNA-seq experiment (Figures S1B and S6, Table S4).

In BMP6-stimulated cells, we detected 7339 pSMAD1/5/9 and 12,860 SMAD4 binding events compared to 949 and 8577 peaks, respectively, in control cells. Therefore, the changes in pSMAD1/5/9 binding were greater than those observed for SMAD4. It should be noted that TGF-β and BMP signaling converge on SMAD4. 

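The ratio of peak numbers between BMP6-stimulated and control cells was 7.73 for pSMAD1/5/9 (95% interval 7.23 to 8.27 from the counts of peaks) and 1.50 for SMAD4 (1.46 to 1.54). For H3K27ac, 78050 peaks were listed in BMP6-stimulated cells and 67790 in control cells, a ratio of 1.15 (1.14 to 1.16). A stricter IDR threshold moved the ratios of pSMAD1/5/9 and SMAD4 most. At 0.01, 3674 pSMAD1/5/9 peaks were left in BMP6-stimulated cells and 141 in control cells, a ratio of 26.1, while the ratio for SMAD4 was 1.77. The number of peaks that pass IDR also depends on how well the replicates of a list agree. The highest −log10 of the IDR was 3.29 for pSMAD1/5/9 in control cells and 5.00 in BMP6-stimulated cells. These ratios therefore compare list lengths and do not measure the size of a gain in binding. The median width of the pSMAD1/5/9 peaks was 582 bp in BMP6-stimulated cells and 720 bp in control cells. Across peaks of a list, which are not independent replicates, Spearman's rho between the signals of both replicates was 0.714 for pSMAD1/5/9 in BMP6-stimulated cells and 0.957 in control cells. For SMAD4 it was 0.810 in BMP6-stimulated cells and 0.767 in control cells.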

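Of the pSMAD1/5/9 peaks in BMP6-stimulated cells, 839 overlapped a pSMAD1/5/9 peak of control cells, which is 11.4% (10.7 to 12.2). In the other direction, 804 of the control peaks overlapped a peak of BMP6-stimulated cells (84.7%, 82.3 to 86.9). For SMAD4, 45.5% (44.6 to 46.4) of the peaks in BMP6-stimulated cells overlapped a control peak, and 69.7% (68.7 to 70.7) of the control peaks overlapped a peak of BMP6-stimulated cells. For H3K27ac these shares were 72.0% and 86.8%. The choice that moved the pSMAD1/5/9 share most was to take only the strongest peaks of BMP6-stimulated cells, as many as the control list holds, of which 39.4% overlapped a control peak. Sharing depended on peak strength. In the strongest 10% of the peaks in BMP6-stimulated cells, 42.4% of the pSMAD1/5/9 peaks, 95.4% of the SMAD4 peaks and 100% of the H3K27ac peaks overlapped a control peak. In the weakest 10%, the shares were 2.04%, 10.3% and 22.2%.

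**Figure D1:**
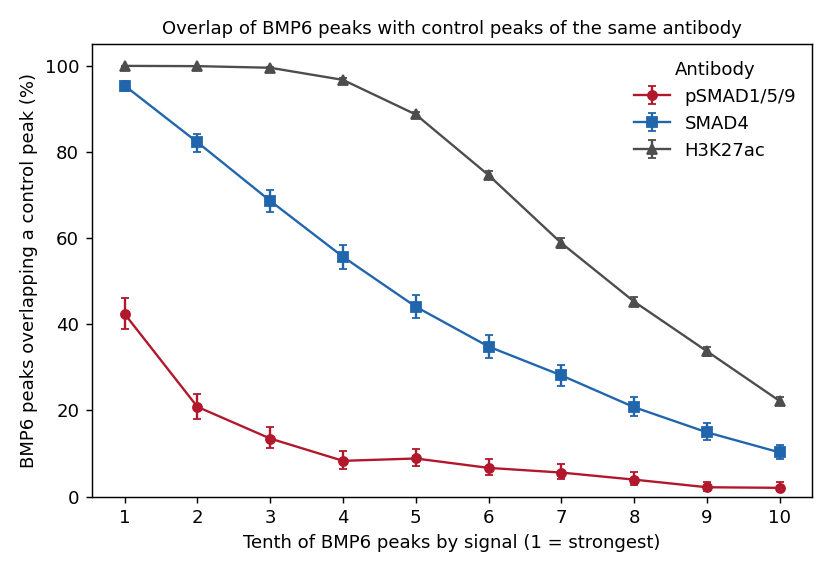
Share of peaks in BMP6-stimulated cells that overlap a control peak of the same antibody (y axis, percent) in 10 groups of equal size ranked by signal (x axis, from strongest to weakest), with Wilson 95% intervals over peaks. The pSMAD1/5/9 shares start at 42.4% in the strongest 10%, where the SMAD4 share is 95.4%.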

The smaller changes in SMAD4 binding might indicate that residual TGF-β signaling was present during the experiment. 

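Sequence motifs fixed in advance were counted in windows of 200 bp around the summits of SMAD4 peaks without pSMAD1/5/9 and around the summits of all pSMAD1/5/9 peaks, whether or not these overlapped SMAD4. In BMP6-stimulated cells, 7374 SMAD4 peaks overlapped no pSMAD1/5/9 peak. The SMAD palindrome GTCTAGAC was found in 1.32% (1.08 to 1.60) of these and in 0.518% (0.378 to 0.710) of the pSMAD1/5/9 peaks. The odds ratio was 0.39 (adjusted p = 2.1e-06, two-sided Fisher's exact test across peaks with Benjamini-Hochberg adjustment over 12 comparisons). In all 12860 SMAD4 peaks of BMP6-stimulated cells, with or without pSMAD1/5/9, the palindrome was found in 1.26% (1.08 to 1.47). It therefore does not mark SMAD4 peaks without pSMAD1/5/9 apart from SMAD4 peaks as a whole. The BMP-responsive SMAD site GGMGCC was found in 26.6% of the SMAD4 peaks without pSMAD1/5/9 and in 30.2% of the pSMAD1/5/9 peaks. Its odds ratio was 1.20 (adjusted p = 3.2e-06, same exact test). The E-box CAGCTG was found in 26.8% and 31.1%, respectively, an odds ratio of 1.23 (adjusted p = 1.4e-07, same exact test). A higher share in pSMAD1/5/9 peaks was therefore not particular to GGMGCC. The GC content of the windows was 55.4% and 57.1%, respectively. The AP-1 motif TGASTCA was 3.60-fold and 4.21-fold more frequent than in shuffled windows, respectively. It was found in 14.7% and 15.5% of the peaks, a difference that did not hold up (odds ratio 1.07, adjusted p = 0.337, same exact test). With peaks within 2 kb of a TSS left out, the odds ratio of AP-1 was 1.14 (adjusted p = 0.0224, same exact test). Peaks are not independent replicates, so these p-values describe the lists.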

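Of the pSMAD1/5/9 peaks in BMP6-stimulated cells, 6500 overlapped no control peak. The strongest of these that lay at a gene labelled in Figure 2A was at Smad7 (ENSMUSG00000025880.14), from 75499594 to 75500790 on chromosome 18. Its summit lay 307 bp from the TSS and its signal ranked 15 in the list. The strongest of the 6500 peaks, from 139423909 to 139426560 on chromosome 4, was intergenic and ranked 9. The nearest TSS, 44457 bp away, was that of Tas1r2. Among the 10 strongest, the peaks of Smad7, Timp1 and Kat6b lay within 2 kb of a TSS, those of Creb3l1 and Atoh8 lay in introns, and those nearest to Tas1r2, Hacl1, Bmal1, Mok and Tex44 were intergenic. All 10 overlapped a SMAD4 peak of BMP6-stimulated cells and an H3K27ac peak of control cells, and each except the peak at Timp1 also overlapped a SMAD4 peak of control cells.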

In summary, BMP6 treatment resulted in inducible SMAD binding, and not only the number of binding sites but also the average peak heights increased in response to BMP6 (Figure 5A,B and Figure S7A,B).

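Each peak was assigned to a TSS when it overlapped the 2 kb on either side of it, then to an exon, then to an intron, and otherwise to intergenic sequence, using the canonical transcripts of 21757 protein-coding genes in GENCODE. Averaged over the 4 lists of pSMAD1/5/9 and SMAD4 peaks, 32.7% of peaks were at a TSS, with a range of 31.2% to 34.5% between lists. Introns held 29.9% (28.3% to 31.4%), intergenic sequence 32.4% (30.5% to 33.7%) and exons 5.05% (4.78% to 5.48%). The set of annotated genes moved the TSS, intron and intergenic shares most, and assignment by the midpoint of the peak moved the exon share most, to 2.49%. With lncRNA genes added, a choice made after the data were seen, 43.2% of peaks were at a TSS, 34.6% in introns and 16.5% in intergenic sequence.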

Most pSMAD1/5/9 and SMAD4 peaks were found in introns (~38%) or transcription start sites (TSSs; ~36%). The next most common locations were intergenic regions (~20%) and exons (7%). This distribution was similar in control and BMP6-stimulated cells (Figure 5C). However, H3K27ac peaks were found at higher proportions in intronic regions (~53%) and at lower proportions at TSSs (~19%; Figure 5C). 

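For pSMAD1/5/9, the TSS share was 33.8% (32.8 to 34.9) in BMP6-stimulated cells, and 327 of the 949 peaks of control cells lay at a TSS (31.5 to 37.5). The intergenic share was 32.8% (31.7 to 33.9) in BMP6-stimulated cells, and 289 peaks of control cells were intergenic (27.6 to 33.5). For SMAD4, 31.3% of peaks in BMP6-stimulated cells were at a TSS, and the intergenic share was 32.7% (31.7 to 33.7) in control cells. The intervals of both conditions overlapped for TSSs, exons, introns and intergenic sequence with either antibody.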

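Averaged over both H3K27ac lists, 36.6% of peaks were in introns, 16.0% at a TSS, 17.4% in exons and 30.0% in intergenic sequence. The H3K27ac peaks were wider than the SMAD peaks, with a median of 1470 bp in BMP6-stimulated cells, and the class depended on how a wide peak was assigned. When the midpoint of the peak decided, 50.1% were in introns, 14.2% at a TSS, 4.54% in exons and 31.2% in intergenic sequence.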

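H3K27ac peaks of the same condition overlapped 98.2% (97.9 to 98.5) of the pSMAD1/5/9 peaks and 95.7% (95.3 to 96.0) of the SMAD4 peaks in BMP6-stimulated cells. In control cells the shares were 99.6% (98.9 to 99.8) and 96.4% (96.0 to 96.8). The X chromosome stood apart from the autosomes. There, 272 of 368 pSMAD1/5/9 peaks in BMP6-stimulated cells overlapped an H3K27ac peak (73.9%, 69.2 to 78.1), against 99.5% (99.3 to 99.6) on the autosomes. For SMAD4 in BMP6-stimulated cells the share was 64.6% (60.2 to 68.7) on the X chromosome and 96.9% on the autosomes.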

Most pSMAD1/5/9 and SMAD4 peaks overlapped with H3K27ac peaks (range: 95.7–99.6%), indicating their location at active promoters and enhancers.

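A gene was counted as bound when a peak overlapped its body or the 20 kb on either side. After BMP6 stimulation, 6322 genes were bound by pSMAD1/5/9 and 8557 by SMAD4, and 5522 by both. At least 1 of these factors bound 9357 genes, which is the background against which the bound DEGs stand. Among the alternatives set in advance, the extent of the region moved this count most, and 1845 genes were bound by both when it ran from 1.5 kb upstream to 0.5 kb downstream of the TSS. Of the 18 DEGs labelled in Figure 2A, 17 were bound by pSMAD1/5/9 or SMAD4 after BMP6 stimulation, the exception being Foxc2. pSMAD1/5/9 bound 14 of the 18 after stimulation and 4 in control cells (Dlx2, Skil, Ccn1 and Sox9), and SMAD4 bound 17 and 12. Dlx3, Nog and Myf5 had SMAD4 peaks and no pSMAD1/5/9 peak. The full list of DEGs was not used here, so no test was made of whether DEGs were bound more often than other genes.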

Of the 89 DEGs, 80 were bound within ±20 kb of the gene body by pSMAD1/5/9 and/or SMAD4 after BMP6 stimulation (Figure 5D). Of these genes, 39 were identified as differentially bound between BMP-treated and control cells. For example, six genes from the BMP and Notch pathways were identified, including *Id1*, *Lfng*, and *Snai1* (Figure 6A,B and Figure S7C,D; Table S5). 

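Id1 (ENSMUSG00000042745.11) lies on chromosome 2 from 152578165 to 152579544. Within 20 kb of its body, 5 pSMAD1/5/9 peaks were listed in BMP6-stimulated cells and none in control cells. The strongest, from 152571211 to 152572251, lay upstream and ranked 204. For SMAD4, 9 peaks were listed in BMP6-stimulated cells and 6 in control cells, and the strongest of them ranked 35 after BMP6 and 630 in control cells. By the value of a single replicate column, the peak that ranked 35 ranked 24 in the first column and 103 in the second. Lfng (ENSMUSG00000029570.7), on chromosome 5 from 140593075 to 140601300, had 3 peaks of each factor after BMP6 stimulation and none in control cells. Its strongest pSMAD1/5/9 peak covered the TSS, from 140592631 to 140593401, and ranked 2987. Snai1 (ENSMUSG00000042821.9), on chromosome 2 from 167380113 to 167384734, had 5 pSMAD1/5/9 peaks after BMP6 stimulation and none in control cells, while SMAD4 had 2 and 3 peaks. The strongest pSMAD1/5/9 peak at Snai1, from 167400949 to 167402430, lay downstream of the gene and ranked 437. The absence of a peak from a list means that none passed the IDR threshold, not that no reads were there. The test of differential binding needs reads per sample and was not repeated.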

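Hes1 (ENSMUSG00000022528.10) lies on the plus strand of chromosome 16 from 29884127 to 29886643. In BMP6-stimulated cells, 3 pSMAD1/5/9 peaks were listed within 20 kb of it, and none in control cells. The strongest, from 29882191 to 29883516, had its summit 1292 bp upstream of the TSS and ranked 361, within the top 4.92% of its list. Another, from 29883871 to 29884230, covered the TSS. SMAD4 had 4 peaks at Hes1 in BMP6-stimulated cells, the strongest ranking 451, and 3 in control cells, the strongest ranking 1867. Hey1 (ENSMUSG00000040289.10) lies on the minus strand of chromosome 3 from 8726956 to 8732316. It had 1 pSMAD1/5/9 peak in BMP6-stimulated cells, from 8731750 to 8732850, which covered the TSS and ranked 1048, and none in control cells. Its strongest SMAD4 peak also covered the TSS and ranked 242 in BMP6-stimulated cells and 473 in control cells. The ranks in control cells depended on the replicate. By the value of the second replicate column alone, within the same consensus list, the strongest control SMAD4 peaks ranked 3798 at Hes1 and 867 at Hey1.

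**Figure D2:**
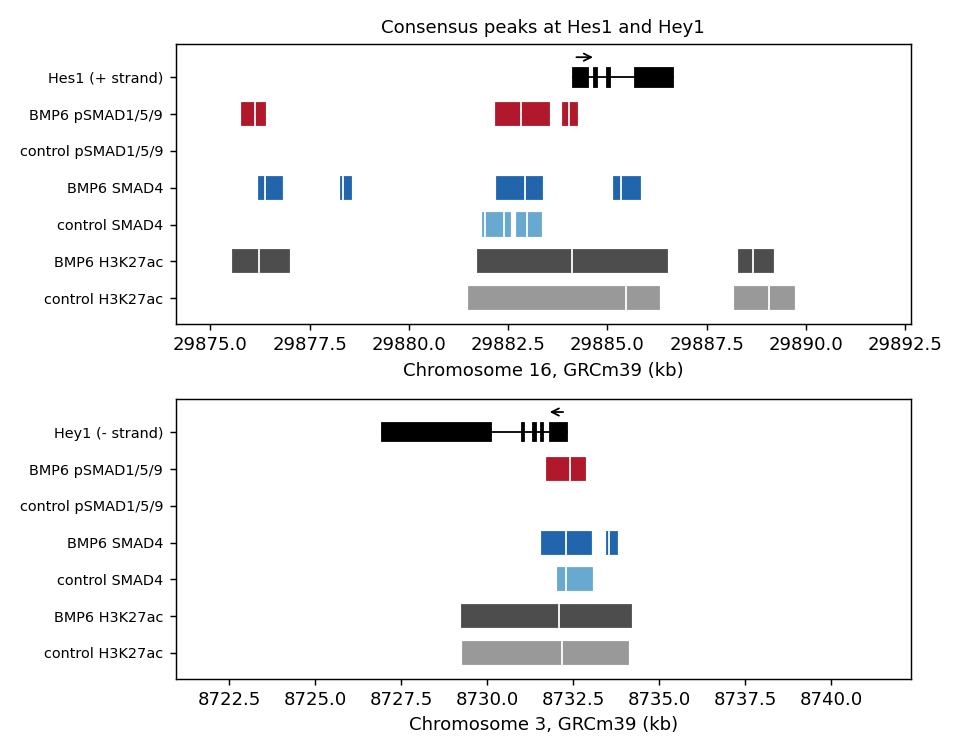
Maps of the consensus peaks at Hes1 and Hey1, with the position in GRCm39 on the x axis (kb) and a line for each peak list. Boxes are peaks, white lines are summits and the arrow gives the TSS and the direction of transcription. No pSMAD1/5/9 peak of control cells is present at either gene, while SMAD4 peaks are present in both conditions.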

A visual inspection of the traces for the Notch effectors *Hes1* and *Hey1* revealed increased binding of pSMAD1/5/9 and SMAD4, though DiffBind and DESeq2 did not identify these genomic regions as differentially bound (Figure 6A,B).

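Within 20 kb of the bodies of the 18 DEGs labelled in Figure 2A, 90 H3K27ac peaks were listed in BMP6-stimulated cells and 90 in control cells. Of the peaks in BMP6-stimulated cells, 75 overlapped a control peak (83.3%, 74.3 to 89.6). Of the control peaks, 84 overlapped a peak of BMP6-stimulated cells (93.3%, 86.2 to 96.9). Over the whole H3K27ac lists the shares were lower, at 72.0% and 86.8%. When an overlap of at least 50% of the length of both peaks was required, the share at these genes was 60.0% in each direction. Over the whole H3K27ac lists it was then 61.2% and 70.4%, so the comparison with the whole lists depended on the overlap required. These shares compare the positions of peaks and not their heights.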

The H3K27ac peaks associated with DEGs remained unchanged in the presence or absence of BMP6. This reflects the brief exposure to BMP6 and the stability of this histone mark. We attribute the observed changes in gene expression to variations in transcription factor binding, rather than to changes in the chromatin state. The data generated in the CUT&Tag and the associated RNA-seq experiments can be explored freely in a custom UCSC browser session via the following link: https://genome.ucsc.edu/s/mschue/mouse_Smad4_pSmad1 (accessed on 10 August 2026).

In conclusion, stimulating adult mouse MuSCs with BMP6 quickly changes the expression of not only BMP target genes but also Notch pathway genes, including *Hes1* and *Hey1*. After one hour of stimulation with BMP6/4, we detected a consensus set of genes that were differentially expressed. Our data suggest that these changes in gene expression are directly caused by the differential binding of pSMAD1/5/9 and SMAD4.

## 3. Discussion

In this study, we investigated the transcriptional response of cultured MuSCs to short-term BMP stimulation. Using RNA-seq, microarray, and qPCR array analyses, we detected rapid changes in gene expression in response to BMP exposure. CUT&Tag analyses using anti-pSMAD1/5/9 and anti-SMAD4 antibodies revealed the dynamic binding of these factors to promoters and regulatory elements of DEGs. A substantial proportion of the DEGs bound by SMADs encode components of the Notch signaling pathway. These include the well-characterized Notch effector genes *Hes1* and *Hey1*, which repress myogenic differentiation [29,41,48]. Our experiments consequently provide mechanistic insight by showing that a subset of anti-myogenic genes (*Hes1*, *Hey1*) are shared target genes of the BMP and Notch pathways.

Our CUT&Tag analysis revealed that pSMAD1/5/9 binding responded strongly to BMP6, while the response of SMAD4 binding was less pronounced. 

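In BMP6-stimulated cells, 73.2% (72.2 to 74.2) of the pSMAD1/5/9 peaks overlapped a SMAD4 peak, and 42.7% (41.8 to 43.5) of the SMAD4 peaks overlapped a pSMAD1/5/9 peak. A SMAD4 peak of control cells was present at 57.2% (56.1 to 58.4) of the pSMAD1/5/9 peaks of BMP6-stimulated cells. In control cells, 84.0% (81.5 to 86.2) of the pSMAD1/5/9 peaks overlapped a SMAD4 peak, and 10.1% (9.47 to 10.7) of the SMAD4 peaks overlapped a pSMAD1/5/9 peak. A required overlap of at least 50% of both peaks moved the first of these shares most, to 57.1%.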

SMAD4 is known to be recruited to BMP and TGF-β target genes [49]. Therefore, the residual TGF-β present in our experiments may account for background SMAD4 binding and a blunted BMP6 response with respect to SMAD4 binding.

Here, we demonstrate that BMP6 stimulates the expression of several genes in the Notch pathway, including the Notch target genes *Hes1* and *Hey1*. Previous analyses have noted that *Hes1* and *Hey1* are induced by BMP [33,50] or TGF-β [32,51,52] in different cell types. These analyses relied on transfected *Hes1* and *Hey1* reporter constructs and forced NICD expression to mechanistically analyze the phenomenon. Some of these studies implicated NICD-mediated recruitment of SMAD1 or SMAD3 in regulating *Hes1*/*Hey1* expression [32,50]. Other authors have suggested that *Hey1* exhibits a biphasic response to TGF-β: a first phase dependent on SMAD3/SMAD4 recruitment but not Notch signaling and a second phase regulated by BMP-dependent production of a Notch ligand [52]. Our CUT&Tag data demonstrate that both pSMAD1/5/9 and SMAD4 bind to the *Hes1* and *Hey1* promoters after short-term BMP stimulation. These results support the idea that *Hes1*/*Hey1* transcription is directly stimulated through the canonical BMP signaling pathway, i.e., by recruiting pSMAD1/5/9-SMAD4 heteromers to *Hes1*/*Hey1* promoters and regulatory elements. 

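The summit of the strongest pSMAD1/5/9 peak at Hes1 lay at position 29882835 of chromosome 16, where the plus strand of GRCm39 from 29882815 to 29882855 reads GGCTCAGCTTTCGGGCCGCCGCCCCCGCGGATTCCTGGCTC. The whole peak had a GC content of 71.9% and contained 4 matches to GGMGCC on either strand, 1 to the E-box CAGCTG and none to the RBPJ motif RTGGGAA. The summit at Hey1 lay at position 8732410 of chromosome 3, where the plus strand from 8732390 to 8732430 reads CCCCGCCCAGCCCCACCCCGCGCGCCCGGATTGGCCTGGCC. This peak had a GC content of 73.2% and contained 10 matches to GGMGCC and 3 to the RBPJ motif. Neither peak contained the SMAD palindrome or the AP-1 motif. The counts in these peaks were not set against a background. Matches to GGMGCC that come from the high GC content alone therefore cannot be told apart from SMAD sites. From the binding of pSMAD1/5/9 and SMAD4 at these genes, the paper proposes that their transcription is stimulated directly through canonical BMP signaling. For this the paper also draws on Notch ligands that did not respond and on its experiments with DAPT and cycloheximide.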

Consistent with this idea, none of the Notch ligands was regulated by BMP signaling after short-term stimulation by BMP6. Furthermore, inhibitor experiments revealed that the upregulation of *Hes1*/*Hey1* expression does not depend on Notch signaling or active protein synthesis. However, cooperative binding and indirect recruitment of transcription factors are common mechanisms [53] that may additionally contribute to the BMP-dependent control of *Hes1*/*Hey1*.

The Hes/Hey family of transcriptional repressors [54] comprises important effectors of the Notch pathway in MuSCs, which suppress myogenic differentiation by directly repressing *Myod1* and *Myog* transcription [29]. Interestingly, *Hes1* transcription is tightly controlled by a feedback loop resulting in its oscillatory expression [9,27,41,44] and the repression of *Lfng*, a glycosyltransferase that modifies the Notch receptors [55]. Despite this negative feedback loop, *Hes1* was induced at high levels (i.e., by 4–5-fold) by short-term BMP treatment. This indicates that the feedback loop was not yet functional after short-term induction, likely due to delays in *Hes1* auto-inhibition caused by splicing and translation [41,45]. Similarly, *Id1* is strongly induced at this early time point. However, the prevention of DNA binding by MYOD1 through ID1-dependent tethering of E12 and E47 does not appear to have occurred yet, as MYOD targets such as *Des* and *Ckm* are not differentially regulated at this early time point. The short-term stimulation protocol combined with state-of-the-art technologies such as RNA-seq and CUT&Tag allowed us to identify direct BMP target genes. This demonstrated that the anti-myogenic genes *Hes1* and *Hey1* are shared target genes of the BMP and Notch pathways.

In conclusion, BMP6 suppresses myogenic differentiation. Our data indicate that BMP treatment represses myogenesis through indirect mechanisms such as controlling *Id1* and *Hes1*/*Hey1* expression. These factors work together to suppress muscle differentiation.

## 4. Materials and Methods

### 4.1. Animals and Isolation of MuSCs

MuSCs were isolated from adult mice aged between 4 and 20 weeks using fluorescence-activated cell sorting (FACS) or magnetic cell separation (MACS^®^) after euthanasia by cervical dislocation [11,28,56]. In a subset of experiments, mice carrying the Pax7-ZsGreen [57] (RRID:MGI:5829449) or Pax7-EGFP [58] (RRID:IMSR_JAX:036759) transgenes were used to isolate the Pax7^+^ MuSCs by FACS. Mice were fed ad libitum and held in specific-pathogen-free conditions on a 12 h dark–light cycle. All animal experiments were registered, performed in accordance with institutional guidelines for the care and use of laboratory animals, and approved by the local authorities (LaGeSo Berlin, Germany, T0183/15, approved on 10 July 2017, and X9008/20, approved on 18 September 2020).

### 4.2. Culture of MuSCs for Short-Term Stimulation Experiments

Cells were seeded in plating medium containing DMEM (Gibco, Darmstadt, Germany, 41966029), 15% fetal bovine serum (FBS; Gibco), 2.5 ng/mL basic FGF (Sigma, Taufkirchen, Germany, F3133), 10 ng/mL leukemia inhibitory factor (BioChrom, Berlin, Germany, W1655950010/Sigma, ESG1106), and 1% Pen/Strep (Gibco) into growth factor-reduced Matrigel^®^ (Corning, Wiesbaden, Germany, 356231)-coated dishes or plates and maintained in a humidified hypoxic atmosphere containing 3% O_2_ and 5% CO_2_ at 37 °C. After 24 h, 1× B27 without vitamin A (Gibco, 12587010) was added to the plating medium, and the MuSCs were cultured for another 24 to 48 h.

### 4.3. Short-Term Stimulation of MuSCs with BMPs and Treatment with Inhibitors

Prior to stimulation, the cells were starved in serum-free medium supplemented with 200 ng/mL soluble BMPR1A (recombinant mouse BMPR1A-Fc chimera, R&D Systems, Wiesbaden, Germany, 437-MR) and 1× B27 without vitamin A (Gibco, 12587010) for six hours. The cells were then stimulated with 100 ng/mL BMP6 (R&D Systems, 507-BP; for RNA-seq, CUT&Tag, inhibitor experiments, microarrays) or BMP4 (R&D Systems, 314-BP; for RNA-seq 1, pathway arrays) in serum-free medium for 1 or 3 h. The solution used to reconstitute the BMPs (4 mM HCl containing 0.1% BSA) served as a control in all experiments. For inhibition of Notch signaling, the γ-secretase inhibitor DAPT (MedChemExpress, Monmouth Junction, NJ, USA, HY-13027) was added to 20 µM 10 min before the start of the stimulation. For inhibition of protein synthesis, cycloheximide (Sigma, C1988) was added to 10 µM 10 min before the start of the stimulation.

### 4.4. Culture and Stimulation of MuSCs for the Long-Term Experiment

For the long-term stimulation experiments, cells were seeded in DMEM (Gibco, 31966021) containing 20% FBS (Gibco), 2.5 ng/mL basic FGF (Sigma, F3133), 10 ng/mL leukemia inhibitory factor (Sigma, ESG1106), and 1% Pen/Strep (Gibco) into growth factor-reduced Matrigel^®^ (Corning, 356231)-coated plates and maintained in a humidified hypoxic atmosphere of 3% O_2_ and 5% CO_2_ at 37 °C. After one day, 100 ng/mL BMP6 (R&D Systems, 507-BP), 200 ng/mL soluble BMPR1A (recombinant mouse BMPR1A-Fc chimera, R&D Systems, 437-MR), or 4 mM HCl containing 0.1% BSA was added, and MuSCs were cultured until day 3 or day 4.

### 4.5. HES1-Luc Experiment

For the HES1-nLuc experiments, cells were seeded on growth factor-reduced Matrigel^®^ (Corning, 354230) and expanded for 4 to 7 days in growth medium containing DMEM-F12 (Gibco, 11320033), 15% Fetal Calf Serum (Sigma, F7524), 10% Horse Serum (Gibco, 16050122), 1% Pen/Strep (Gibco, 15140122), 1% GlutaMAX supplement (Gibco, 35050061), 2.5 ng/mL basic FGF (Sigma, F3133), and 10 ng/mL LIF (Sigma, ESG1106) under normoxic conditions. Cells were passaged, seeded on Matrigel^®^-coated 35 mm glass-bottom dishes (MatTek, Ashland, MA, USA), and starved for 6 h in medium containing DMEM-F12, 2.5 ng/mL basic FGF, 10 ng/mL LIF, and 200 ng/mL soluble BMPR1A (recombinant mouse BMPR1A-Fc chimera, R&D Systems, 437-MR). One hour prior to stimulation, 1× NanoLuc substrate Endurazin (Promega, Walldorf, Germany, N257B) was added to allow equilibration. Cells were stimulated by replacing the medium with fresh growth medium supplemented with 100 ng/mL BMP6 (R&D Systems, 507-BP) and 1× Endurazin. Live-cell bioluminescence imaging was initiated as described previously [9]. Single frames were acquired every 15 min. To calculate and remove the background signal, the intensity of 10 spots on different frames was measured for each series.

### 4.6. RNA Isolation

For RNA-seq 1, the microarrays, and the pathway arrays, RNA was isolated from fresh MuSCs using the RNeasy Micro Kit (Qiagen, Hilden, Germany, 24004) according to the manufacturer’s instructions. Residual DNA was removed using the RNase-Free DNase Set (Qiagen, 79254). RNA quantity and quality were assessed using a NanoDrop^®^ 2000c spectrophotometer (Thermo Fisher Scientific, Dreieich, Germany, RRID:SCR_020309).

For the remaining experiments, MuSCs were trypsinized and frozen at −80 °C prior to RNA isolation. In the inhibitor experiment, total RNA was extracted using the NucleoSpin^®^ RNA kit (Macherey-Nagel, Düren, Germany, 740955) according to the manufacturer’s instructions. For RNA-seq 2, total RNA was extracted using the NucleoSpin^®^ RNA XS kit (Macherey-Nagel, 740902) according to the manufacturer’s instructions. RNA quantity and quality were assessed using a NanoDrop^®^ 2000c spectrophotometer (Thermo Fisher Scientific, RRID:SCR_020309).

### 4.7. RNA-Seq

For RNA-seq experiments, high RNA integrity corresponding to an RNA integrity number (RIN) of >8 was confirmed using the BioAnalyzer 2100 (Agilent Technologies, Waldbronn, Germany, RRID:SCR_019715) and the RNA 6000 Nano Kit (Agilent Technologies, 5067-1511) or the RNA 6000 Pico kit (Agilent Technologies, 5067-1513). Stranded libraries were prepared for RNA-seq 1 with the SureSelect strand-specific RNA library prep for Illumina multiplexed sequencing kit (Illumina, Berlin, Germany), quality-checked, and sequenced in single-end 50 bp mode to more than 40 million reads per sample with the Illumina HiSeq 4000 machine (Illumina, RRID:SCR_016386; performed by BGI Genomics, Shenzhen, China, RRID:SCR_024848).

For the RNA-seq 2 experiment, unstranded libraries were prepared using the Smart-seq2 protocol until the PCR preamplification of the cDNA [59] and continued with the Nextera XT DNA library prep kit (Illumina, FC-131-1096) using the MGI universal and index primers for PCR amplification. The libraries were quality-checked and sequenced in paired-end 100 bp mode to more than 60 million reads per sample with the DNBSEQ-G400 machine (RRID:SCR_017980; performed by BGI Genomics, RRID:SCR_024848).

For RNA-seq of the inhibitor experiments, stranded libraries were prepared according to BGI Genomics’ “DNBSEQ Eukaryotic Strand-specific Transcriptome Resequencing” protocol, quality-checked, and sequenced in paired-end 150 bp mode to more than 55 million reads per sample with the DNBSEQ-G400 machine (RRID:SCR_017980; performed by BGI Genomics, RRID:SCR_024848).

### 4.8. Bioinformatic Analysis of Transcript Abundance

Reads were aligned to the mouse reference assembly GENCODE M32 (GRCm39) using STAR v2.7.11a (RRID:SCR_004463) [60]. The resulting *.sam files were converted to *.bam files and then sorted and indexed using SAMtools v1.17 (RRID:SCR_002105) [61]. The sorted *.bam files were passed to StringTie v2.2.1 (RRID:SCR_016323) [62]. The resulting *.gtf files were merged using stringtie merge, and normalized read counts (transcripts per million (TPM) and fragments per kilobase of transcript per million mapped reads (FPKM)) were generated using stringtie ballgown. For differential expression analyses of RNA-seq 1 and 2, StringTie ballgown outputs were converted to raw counts using the prepDE Python script [62]. The DESeq2 v3 R module (RRID:SCR_015687) [36] was then run with default parameters to determine fold changes and FDR(BH). A fold change of ≥2.0 or ≤0.5 between stimulated and control samples and an FDR(BH) of <0.1 was used as a cut-off to define DEGs. Genes encoding long non-coding RNAs, miRNAs, antisense transcripts, and pseudogenes, i.e., genes starting with “Gm” or “Mir” or ending in “Rik”, “os” plus an optional number, or “-ps” plus an optional number, were not used for subsequent analyses. Merged lists from StringTie without an assigned gene name were also excluded.

Heatmaps for regulated genes were calculated from the raw fragment counts (RNA-seq) or raw intensity scans (microarrays) using the standard iDEP v2.4.4 pipeline with a paired (treated versus control) design and default settings [63]. Venn diagrams were created with eulerr.co (accessed 26 February 2026) [64]. The two-tailed paired *t*-test was used for statistical analysis of the inhibitor experiment in BioRender Graph using R 4.2.2. Raw and processed RNA-seq files are available on the Gene Expression Omnibus (GEO, RRID:SCR_005012) database under the accession numbers GSE159594 (for RNA-seq 1), GSE305746 (for RNA-seq 2), and GSE339586 (for the inhibitor experiments, RNA-seq 3).

### 4.9. Enrichment and Pathway Analysis

BMP signaling pathway (GO:0030509), Notch signaling pathway (GO:0007219), and skeletal muscle tissue development (GO:0007519) gene lists from AmiGO 2 (RRID:SCR_002143) v2.5.17 (from 13 October 2025) were displayed with “regulates”, filtered for mouse genes, and exported [38,39,65]. From the resulting gene lists, we removed complexes whose individual members were included in the same pathway list and corrected the spelling of human genes, often prefixed with “m”, to the consensus mouse gene names (see resulting lists in Table S1).

Differentially expressed genes detected by RNA-seq 1 were used for pathway analyses based on KEGG (RRID:SCR_012773) [66] pathways using ShinyGO v0.85 (RRID:SCR_019213) [67] with the settings of an FDR cutoff of 0.05 and a pathway size of 2 to 5000.

### 4.10. CUT&Tag Analysis of SMAD Binding

CUT&Tag was performed on 100,000 fixed, frozen cells per condition as described [68,69]. Briefly, the cells were fixed in 0.1% formaldehyde for 2 min, followed by quenching with glycine and slowly freezing with 10% DMSO. Cells were bound to beads and incubated with primary antibodies against H3K27ac (Abcam, Cambridge, UK, ab4729, RRID:AB_2118291), pSMAD1/5/9 (Cell Signalling, Danvers, MA, USA, 13820, RRID:AB_2493181), and SMAD4 (Cell Signalling, 38454, RRID:AB_2728776) at 4 °C overnight. On the next day, guinea pig anti-rabbit secondary antibody (Antibodies online, ABIN101961, RRID:AB_10775589) was added for one hour at room temperature. Subsequently, the cells were incubated with CUTANA pAG-Tn5 enzyme (EpiCypher, Durham, NC, USA, 15-1017) for 1 h at room temperature, followed by tagmentation for 1 h at 37 °C. Cleaved fragments were released before the DNA was extracted, precipitated, and amplified using 1× NEBNext^®^ High-Fidelity 2X PCR Master Mix (New England Biolabs, Frankfurt am Main, Germany, M0541L) with 5 µM barcoded primers (from [70]) in the Biometra TRIO PCR system (Analytik Jena, Jena Germany, RRID:SCR_027344). The libraries were cleaned up using Agencourt AMPure XP beads (Beckman Coulter, Krefeld, Germany, A63881), quality tested on the Bioanalyzer 2100 (Agilent Technologies, RRID:SCR_019715) using the Agilent High Sensitivity DNA Kit (Agilent Technologies, 5067-4626), and sequenced in paired-end 50 bp mode to more than 10 million reads per sample on a 10B lane of the Illumina NovaSeq X Plus (Illumina, RRID:SCR_024568).

### 4.11. Processing and Analysis of the CUT&Tag Data

Paired-end sequencing reads were subsampled to an equal total depth per antibody. Reads were then aligned to the mouse reference genome (GRCm39) using Bowtie2 version 2.5.4 (RRID:SCR_016368) [71] with the following parameters: --very-sensitive --no-mixed --no-discordant. Aligned reads were subsequently filtered using SAMtools version 1.21 (RRID:SCR_002105) [61] with the options -b -h -f 2 -F 256 -F 2048 -F 1024 -q 30 to retain only properly paired reads (mapping quality ≥ 30) aligned to autosomes and sex chromosomes while excluding reads mapped to ENCODE blacklisted regions. The filtered BAM files were converted to BED format using BEDTools version 2.31.1 (RRID:SCR_006646) [72].

Peak calling was performed independently for each biological replicate using JAMM version 1.0.7.6 (RRID:SCR_017049) [73] with the -r window parameter. To establish consensus peak sets, per-replicate peaks were subjected to Irreproducible Discovery Rate (IDR) analysis using the IDR package version 2.0.3 (RRID:SCR_017237) [74] with the parameters --rank signal.value --idr-threshold 0.05. IDR was run on the “filtered peaks” output from JAMM for transcription factors and on the “all peaks” output for the H3K27ac modification. Only peaks meeting the IDR threshold of 0.05 were retained when generating the consensus peak lists for each experimental condition.

Differential binding analysis between BMP6 treatment and control was conducted using DiffBind version 3.18.0 (RRID:SCR_012918) [75] in conjunction with DESeq2 version 1.48.1 (RRID:SCR_015687) [36] using the default parameters. Significantly differentially bound peaks of 400 bp in length were identified using an FDR(BH) threshold of 0.05. To associate peaks with DEGs from RNA-seq 1, differential peaks were intersected with candidate proximal and distal regulatory regions. Proximal regions were defined as −1.5 kb and +0.5 kb from the TSS of the RefSeq select isoform according to annotation GCF_000001635.27 and intersected with differential peaks using bedtools intersect -wo -a [peak_file] -b [TSS_file]. Distal regions were defined as 20 kb upstream of the 5′ UTR to 20 kb downstream of the 3′ UTR of the RefSeq select isoform (annotation GCF_000001635.27).

Profile plots and heatmaps of pSMAD1/5/9 and SMAD4 peaks were generated as follows. Normalized bigWig files were produced using the bamCoverage tool from deepTools version 3.5.5 (RRID:SCR_016366) [76] with the parameters --normalizeUsing RPKM --binSize 50. Binding score matrices spanning 2 kb upstream and downstream of the summit of all IDRed peaks were then computed using the computeMatrix reference-point command in deepTools with default parameters. Profile plots and heatmaps were generated from these matrices using the matplotlib package version 3.10.1 in Python 3.

For peak annotations, IDRed peaks were first assessed for overlap with regions spanning 2 kb upstream and downstream of the TSS of any RefSeq select isoform (annotation GCF_000001635.27) and annotated accordingly. In the absence of a TSS overlap, peaks were subsequently assessed for overlap with exonic regions, followed by intronic regions. Peaks that did not overlap any of the above features were classified as intergenic.

To determine the number of genes bound by each transcription factor in the BMP6-treated samples, a gene was counted as bound if at least one IDRed pSMAD1/5/9 or SMAD4 peak overlapped the distal region as defined above. Venn diagrams were created with eulerr.co (accessed 26 February 2026) [64].

To display the read piles and peak calls in a custom UCSC genome browser session, the files were loaded as custom tracks. For this purpose, all *.narrowPeak files were renamed to *.bed, and the column headers were deleted if present. All BED files were converted to bedGraph and then using the UCSC bedGraphToBigWig tool further to BigWig files [77].

Raw and processed CUT&Tag-seq files are available on the GEO database (RRID:SCR_005012) under the accession number GSE305745. The resulting BigWig files can be accessed at https://doi.org/10.5281/zenodo.21389765 (accessed on 10 August 2026).

### 4.12. Microarray Experiments and Their Bioinformatic Analysis

Total RNA from BMP6-treated and control cells was extracted and DNase-treated as described above. A RIN of >9 was confirmed using the Bioanalyzer 2100 (Agilent Technologies, RRID:SCR_019715) and the RNA 6000 Nano Kit (Agilent Technologies, 5067-1511). cDNA was synthesized using the GeneChip Whole Transcript (WT) Expression Plus Kit (Applied Biosystems, Darmstadt, Germany, 902280), followed by fragmentation and end-labeling using the GeneChip WT Terminal Labeling Kit (Applied Biosystems, 900670). The labeled cDNA was hybridized onto the Mouse Gene (MG) 1.0 ST Array (Applied Biosystems, 901169) at 45 °C for 16 h. After hybridization, the arrays were washed on the Affymetrix GeneChip 450 Fluidics Station Microarray Processor (Applied Biosystems, 00-0079, RRID:SCR_018034) and scanned with the GeneChip 3000 7G Microarray Scanner (Applied Biosystems, 00-0210, RRID:SCR_019341). The Mouse Gene 1.0 ST Array contains 750,000 unique 25-mer oligonucleotide probes interrogating 28,853 murine genes, with an average of 27 probes across the entire length of each gene.

Microarray data were analyzed with the R packages affy (RRID:SCR_012835) [78], oligo (RRID:SCR_015729) [79], and limma (RRID:SCR_010943) [80] of the Bioconductor suite (RRID:SCR_006442) [81]. Data quality control was carried out by creating pseudo images for each array using the oligo package and visually inspecting them for the presence of artifacts. The raw count *.CEL files were normalized using Robust Multichip Averaging (RMA) with quantile normalization, background correction, and annotation (using the MG 1.0 ST Chip Description File “mogene10stv1cdf” from Bioconductor). For downstream analyses, probes without gene annotations and lowly expressed genes (log_2_(normalized intensity) <5 in >50% of the samples) were removed. Different splice isoforms of the same gene were then summarized by keeping only the median of their intensities. Differential gene expression, fold changes, and FDR(BH) were calculated using the limma package. Raw and processed microarray files are available in the GEO database (RRID:SCR_005012) under the accession number GSE127798.

### 4.13. Pathway-Focused PCR Arrays

Total RNA from BMP4-treated and control cells was extracted and DNase-treated as described above. cDNA was synthesized using the RT^2^ First Strand Kit (Qiagen, 330404) and mixed with RT^2^ SYBR Green ROX™ qPCR Mastermix (Qiagen, 330523). Into each well of the RT^2^ Profiler™ PCR Array Mouse TGF-β/BMP Signaling Pathway (Qiagen, PAMM-035ZA, 330231) and the RT^2^ Profiler™ PCR Array Mouse Notch Signaling Pathway (Qiagen, PAMM-059ZA, 330231), 25 μL of this mixture was aliquoted. Real-time qPCR was run with the ABI PRISM 7000 Sequence Detection System (Applied Biosystems, RRID:SCR_021899). FC calculations between BMP-treated and control samples were performed using the 2^−ΔΔCt^ method [35]. As part of the analysis, C_t_ values were calculated in relation to the arithmetic mean of the five housekeeping genes *Actb*, *B2m*, *Gapdh*, *Gusb*, and *Hsp90ab1*. The paired two-tailed *t*-test was used for statistical analysis of the resulting FCs in GraphPad Prism 10. Calculated *p*-values were corrected for multiple comparison testing using an online FDR calculator (https://www.sdmproject.com/utilities/?show=FDR, accessed 18 July 2026). The level of significance was set to FDR(BH) < 0.1.

### 4.14. Real-Time Quantitative PCR

Total RNA from BMP6-treated, BMPR1A-treated, and control cells from day 3 of the long-term stimulation experiment was extracted and DNase-treated as described above. cDNA synthesis was performed using the PrimeScript RT Reagent Kit with gDNA Eraser (Perfect Real Time; Takara Bio, Saint-Germain-en-Laye, France, RR047) according to the manufacturer’s instructions. Real-time qPCR was performed with the StepOnePlus Real-Time PCR System (Applied Biosystems, RRID:SCR_015805) and the Biozym Blue S’Green qPCR Kit (Biozym, Hessisch Oldendorf, Germany, 331416S). The following oligonucleotide sets were used: *Myog* forward: 5′-CAG TAC ATT GAG CGC CTA CAG-3′, *Myog* reverse: 5′-GGA CCG AAC TCC AGT GCA T-3′, *Mymk* forward: 5′-CCG TGA CAT TCT GGA GTA CTT C-3′, *Mymk* reverse: 5′-CAT TGT GAA GGT CGA TCT CTG G-3′, *Myod1* forward: 5′-TAC AGT GGC GAC TCA GAT GC-3′, *Myod1* reverse: 5′-TAG TAG GCG GTG TCG TAG CC-3′, *Pax7* forward: 5′-AGC AAT GGC CTG TCT CCT C-3′, *Pax7* reverse: 5′-ACG TGG GCA AGC TGT CTC CTG-3′, *Gapdh* forward: 5′-GCA TGG CCT TCC GTG TTC-3′, and *Gapdh* reverse: 5′-GGG TGG TCC AGG GTT TCT TAC TC-3′. C_t_ values were given in relation to the endogenous housekeeping gene *Gapdh*, the expression of which was not affected by BMP4 treatment (see Figure S2B,C). FC calculations between treated and control samples were performed using the 2^−ΔΔCt^ method [35]. The two-tailed paired *t*-test was used for statistical analysis in BioRender Graph using R 4.2.2.

### 4.15. Immunofluorescence Staining

Immunofluorescence labeling was performed on BMP6-treated, BMPR1A-treated, or control cultured cells at day 4 of the long-term experiment using anti-pSMAD1/5 (Cell Signaling, 9516, RRID:AB_491015) and anti-pan-MYH (DSHB, MF 20, RRID:AB_2147781) as primary antibodies, followed by fluorescently labeled secondary antibodies (goat anti-mouse IgG (H+L) Alexa Fluor 594, Invitrogen, Darmstadt, Germany, A-11005, RRID:AB_141372, and F(ab’)2-goat anti-rabbit IgG (H+L) Alexa Fluor 488, Invitrogen, A-11070, RRID:AB_2534114). Briefly, the cells were fixed with 4% paraformaldehyde, quenched with 0.1 M glycine, permeabilized with cold 100% methanol, incubated with the primary antibodies overnight, incubated with the secondary antibodies for one hour, and counterstained with DAPI. Fluorescence was examined under the automated inverted microscope Axio Observer (Zeiss, Oberkochen, Germany) and images were acquired using the Zen software v3.4.

### 4.16. Automated Nuclei Counting and Calculation of the Fusion Index

Nuclei around fibers on day 4 of the long-term experiment were quantified using the Fiji/ImageJ 1.54 software (RRID:SCR_003070) [82]. For background subtraction, a background image was calculated from each frame with Fiji (see the macro on GitHub). To derive the corrected fluorescence intensity, the background image was subtracted from the respective frame. Regions of interest (here, the nuclei) were identified using the software’s “Nucleus Counter” plug-in. To calculate the fusion index, the number of nuclei inside fibers was divided by the total number of nuclei and multiplied by 100.

### 4.17. Code Availability

The scripts used to analyze all datasets are available on GitHub (RRID:SCR_002630) at https://github.com/BirtheLange/Lange_et_al_2026_BMP_Notch (accessed on 24 July 2026) and on Zenodo (RRID:SCR_004129) at https://doi.org/10.5281/zenodo.21389765 (accessed on 24 July 2026) for BigWig files used in the custom UCSC browser session.

## Figures and Tables

**Figure 1:**
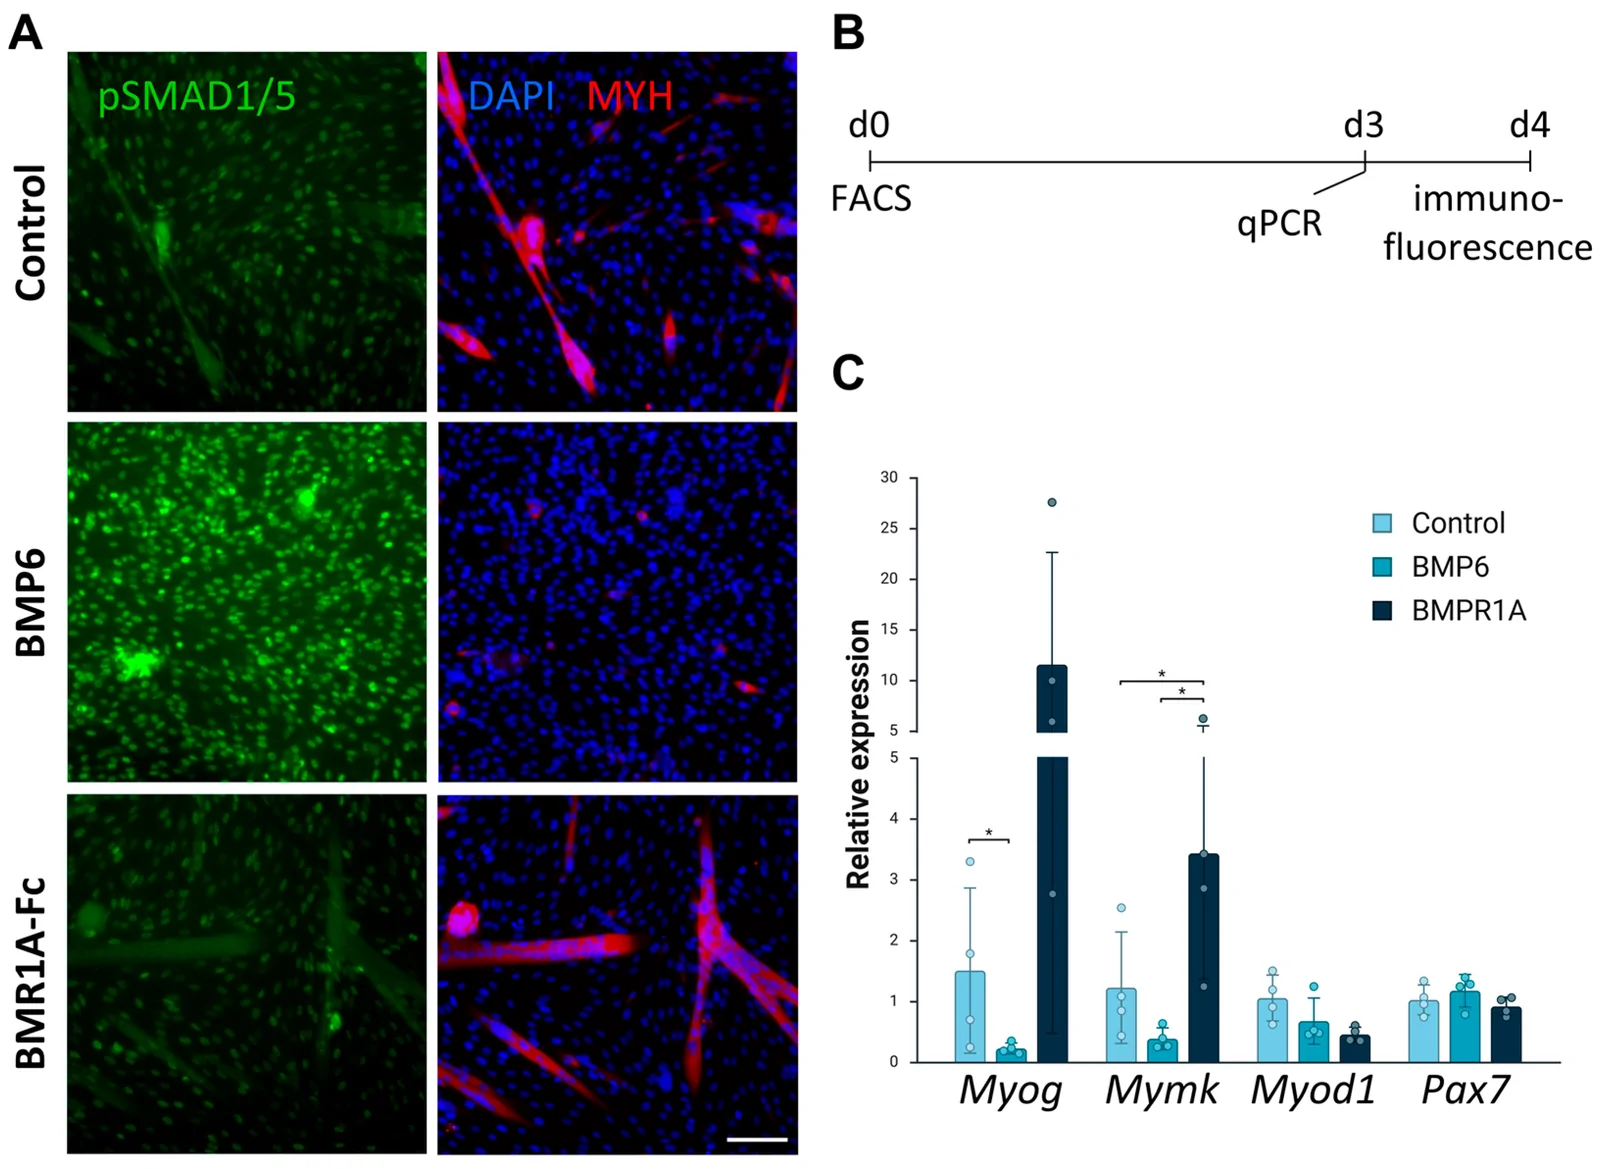
**Bone morphogenetic protein 6 (BMP6) inhibits the differentiation of muscle stem cells (MuSCs).** MuSCs were cultured in growth medium (control) or in growth medium containing BMP6 [100 ng/mL] or the antagonistic BMP receptor 1A fragment (BMPR1A-Fc) [200 ng/mL]. Their differentiation was analyzed by immunofluorescence and qPCR. (**A**) Immunofluorescence with anti-SMAD1/5 (left panels, green) or anti-myosin heavy chain (right panels, red) antibodies in day 4 cultures. DAPI was used as a counterstain (blue). Scale bar: 50 µm. (**B**) Schematic timeline of the experiment. (**C**) qPCR analysis of Myogenin (*Myog*), Myomaker (*Mymk*), *Myod1*, and *Pax7* on day 3. Note that *Myog* and *Mymk* expression is induced at the onset of terminal differentiation. Fold change (FC) calculations were performed using the 2^−ΔΔCt^ method [35]. The two-tailed paired *t*-test was used for statistical analyses. Significance level: *, *p* < 0.05. Values are shown as mean ± SD of *n* = 4 biological replicates per condition.

**Figure 2:**
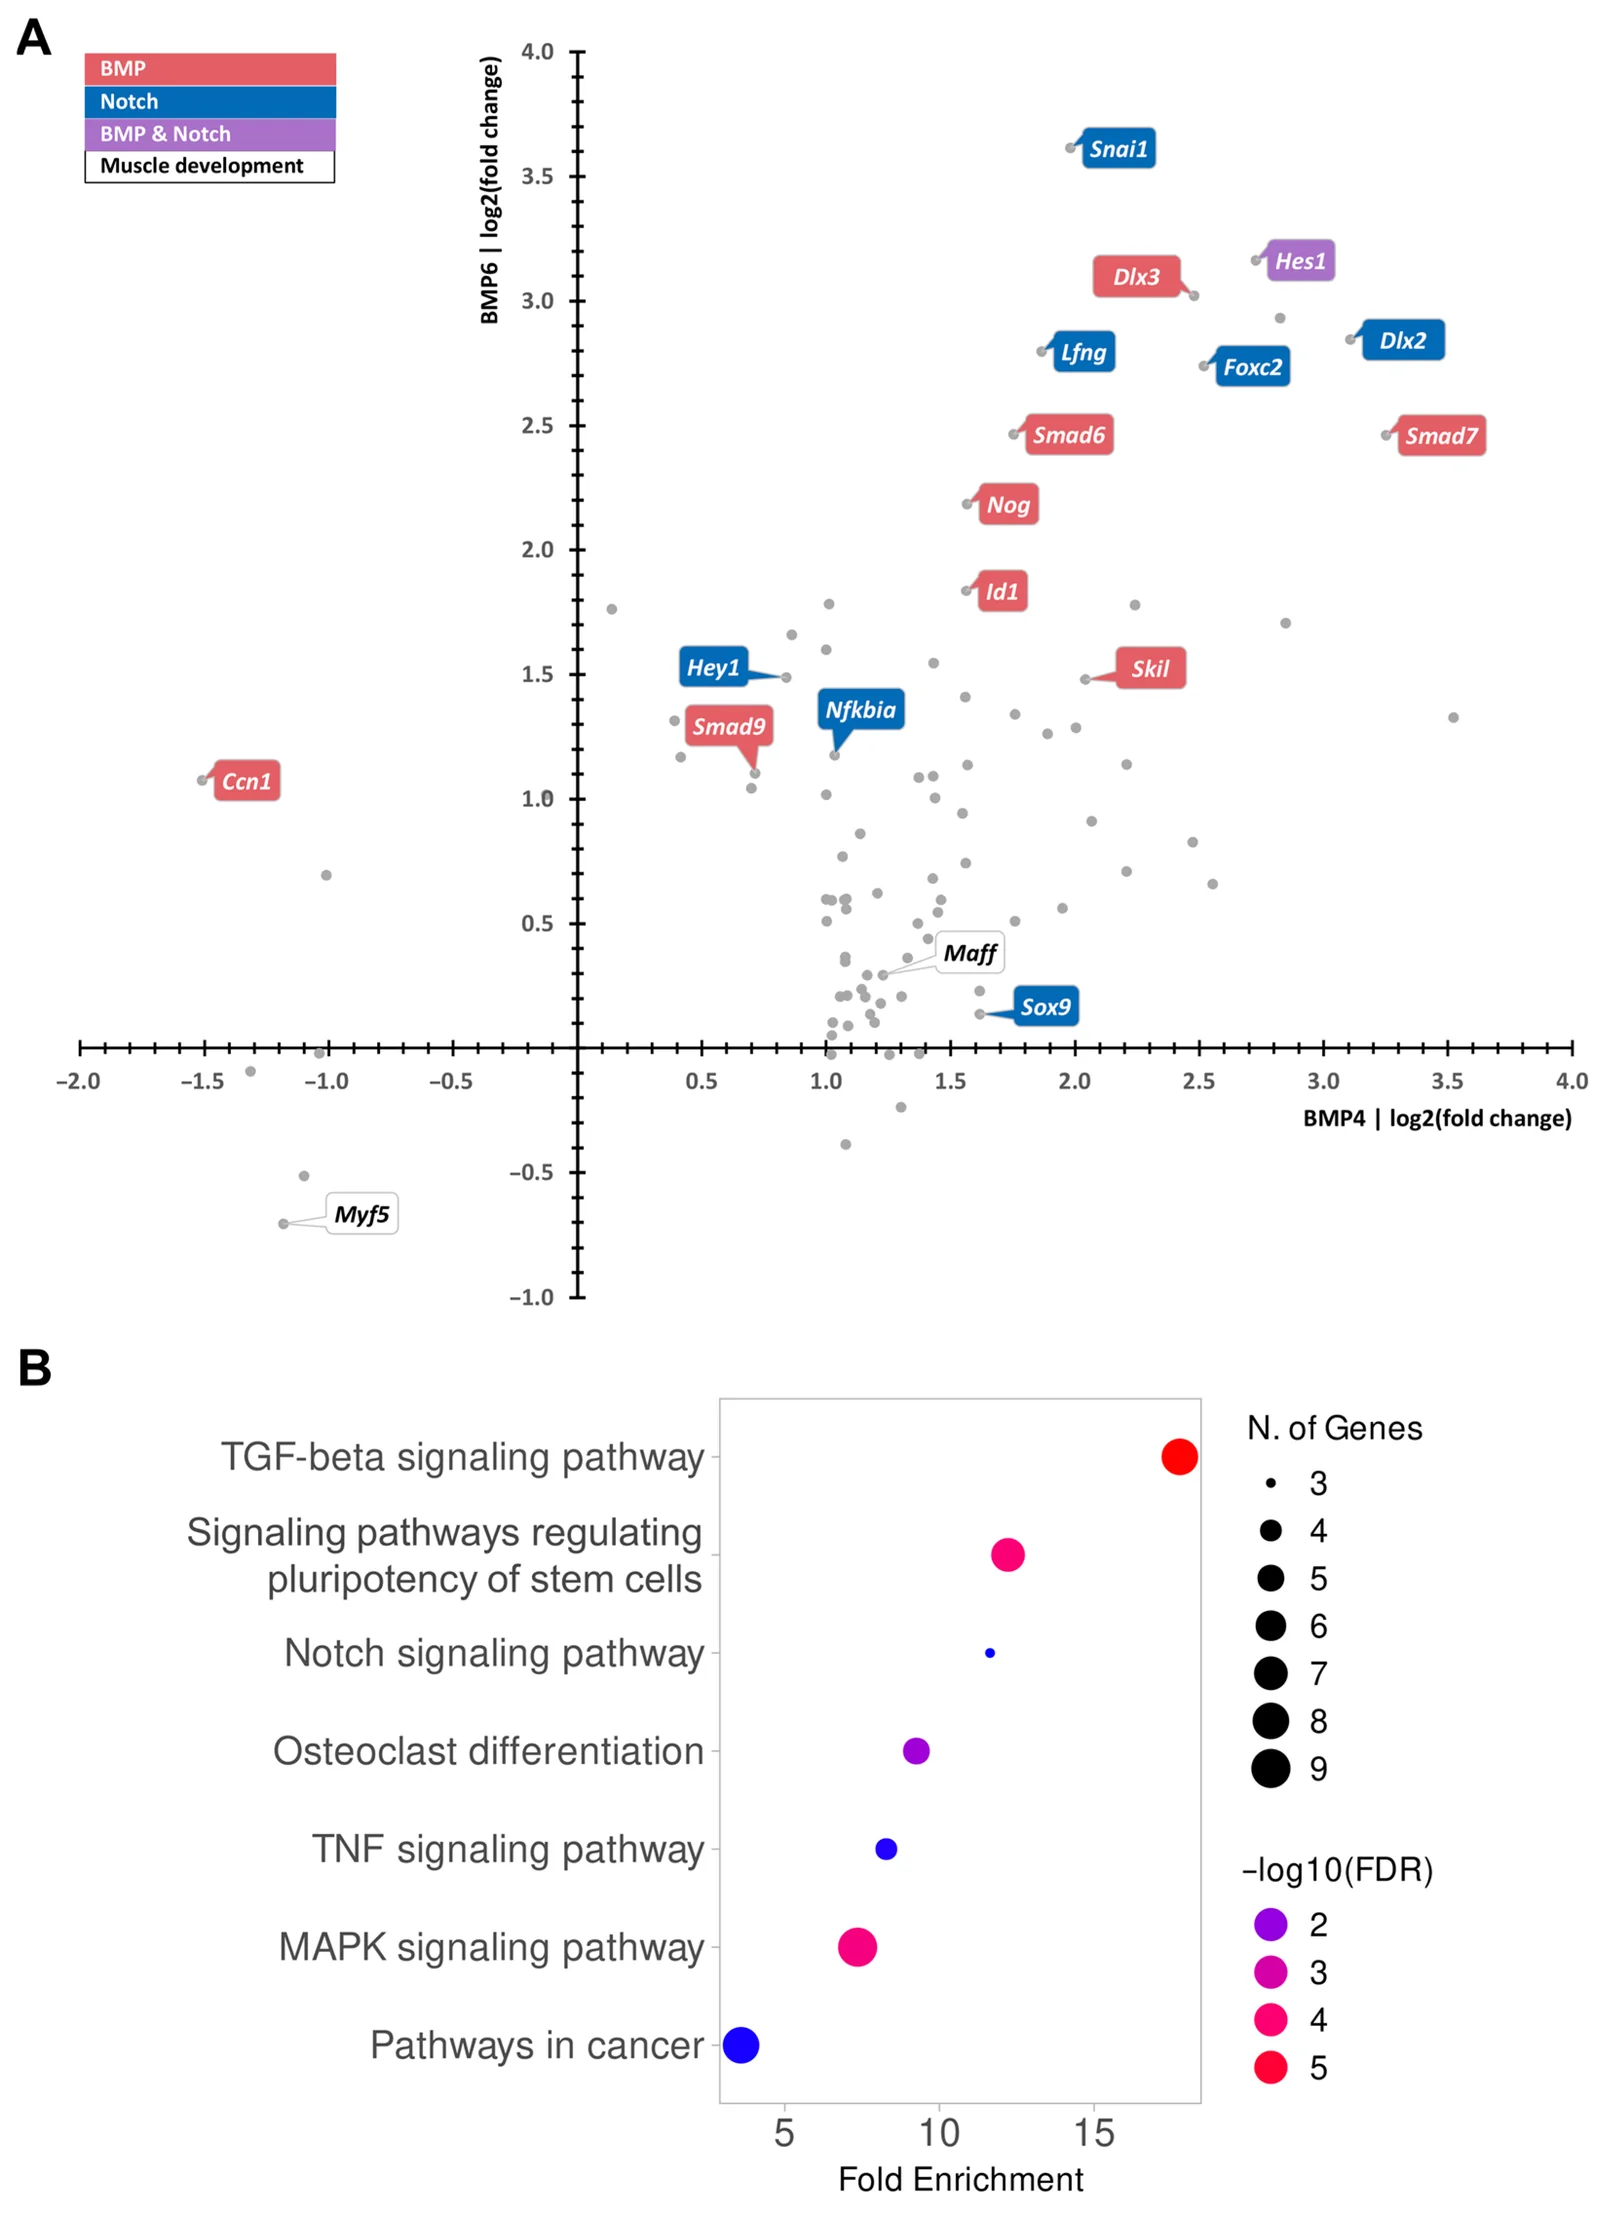
**Regulation of BMP and Notch pathway genes in BMP-stimulated, cultured mouse MuSCs.** (**A**) BMP4-regulated (X-axis) versus BMP6-regulated (Y-axis) genes revealed by RNA-sequencing (RNA-seq). All genes that exhibited an FC of ≥2.0 or ≤0.5 and a false discovery rate derived by Benjamini–Hochberg correction (FDR(BH)) of <0.1 after stimulation with BMP6 and/or BMP4 are represented by a grey dot. Genes of the BMP pathway and the Notch pathway are highlighted in color (BMP in red, Notch in blue, BMP & Notch in purple). Genes controlling skeletal muscle development are shown on a white background. (**B**) Dot plot showing significantly enriched signaling pathways (FDR < 0.05). The size of the dot reflects the number of pathway genes upregulated in response to BMP stimulation, and the color denotes the −log_10_FDR(BH); *n* = 2 biological replicates per condition.

**Figure 3:**
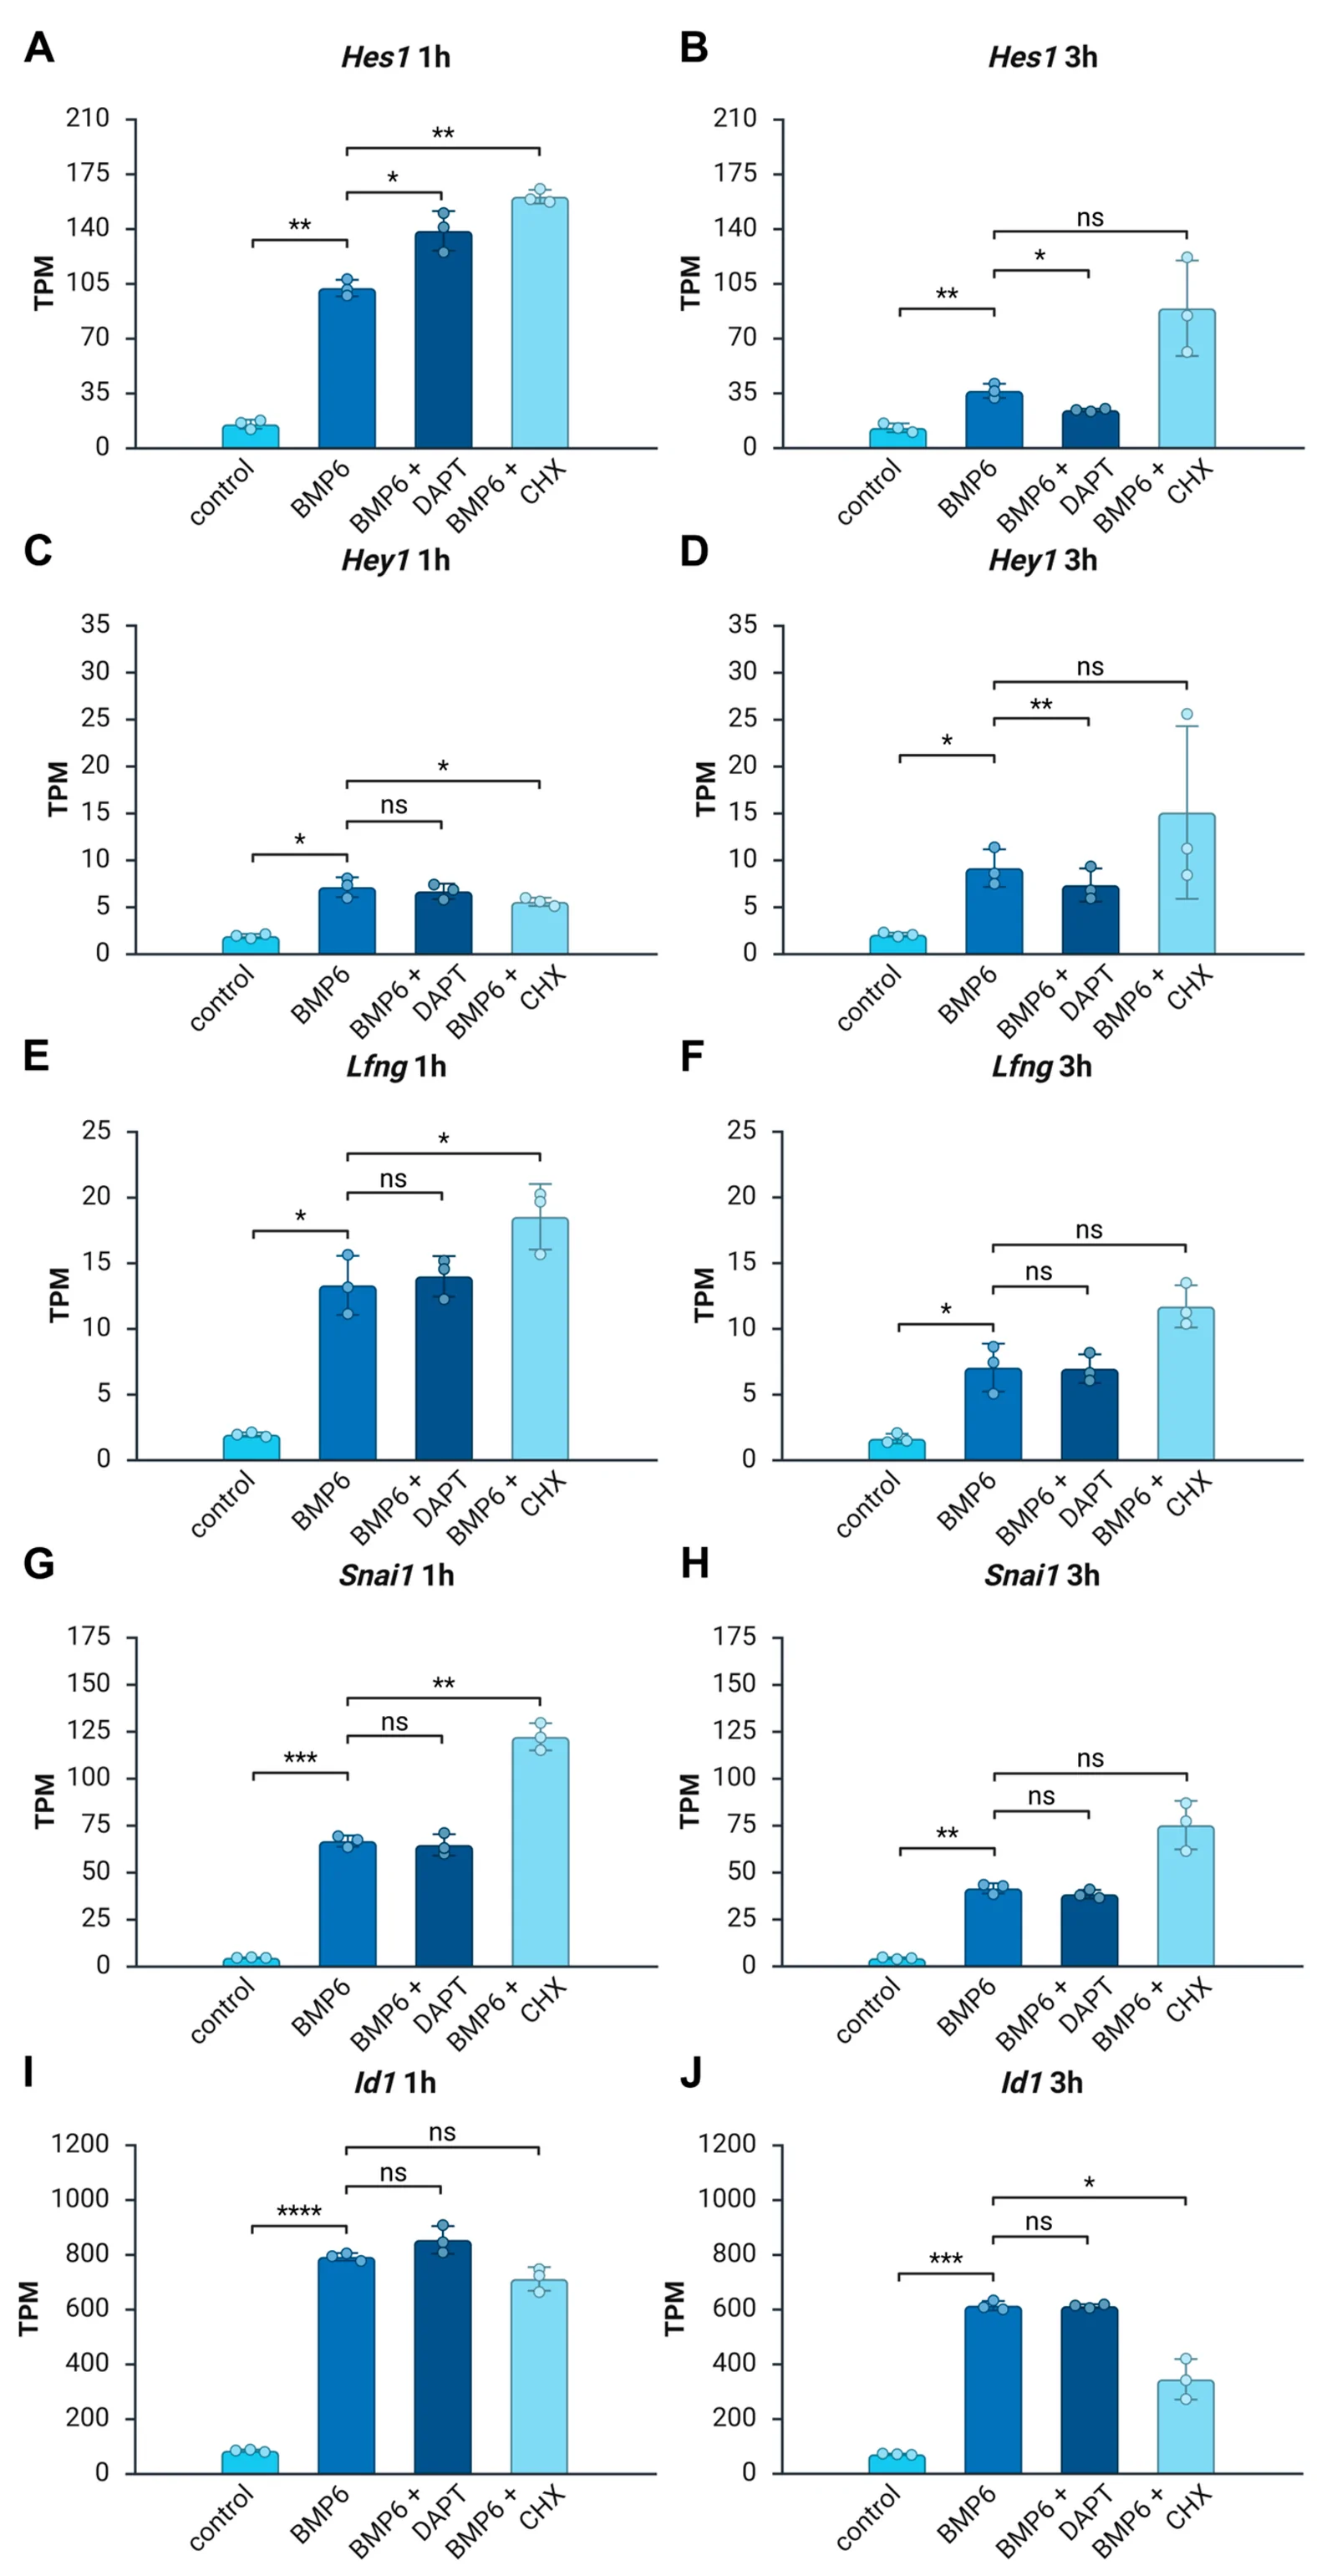
**Short-term effects of BMP6 on gene expression occur independently of Notch signaling.** Transcripts per million (TPMs) of selected BMP and Notch pathway genes induced with or without stimulation of MuSCs with BMP6 were determined by RNA-seq. Cells were starved for six hours in the presence of the antagonistic BMP receptor fragment BMPR1A-Fc and subsequently exposed for one and three hours to BMP6, BMP6 plus DAPT (Notch signaling inhibitor), or BMP6 plus cycloheximide (protein synthesis inhibitor). The panels depict analyses of the Notch pathway genes *Hes1*, *Hey1*, *Lfng*, and *Snai1* (**A**–**H**) and the classical BMP target inhibitor of DNA binding 1 (*Id1*) (**I**,**J**). The two-tailed paired *t*-test was used for statistical analyses. Significance levels: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001; ns, not significant. Values are shown as the mean ± SD of *n* = 3 biological replicates per condition.

**Figure 4:**
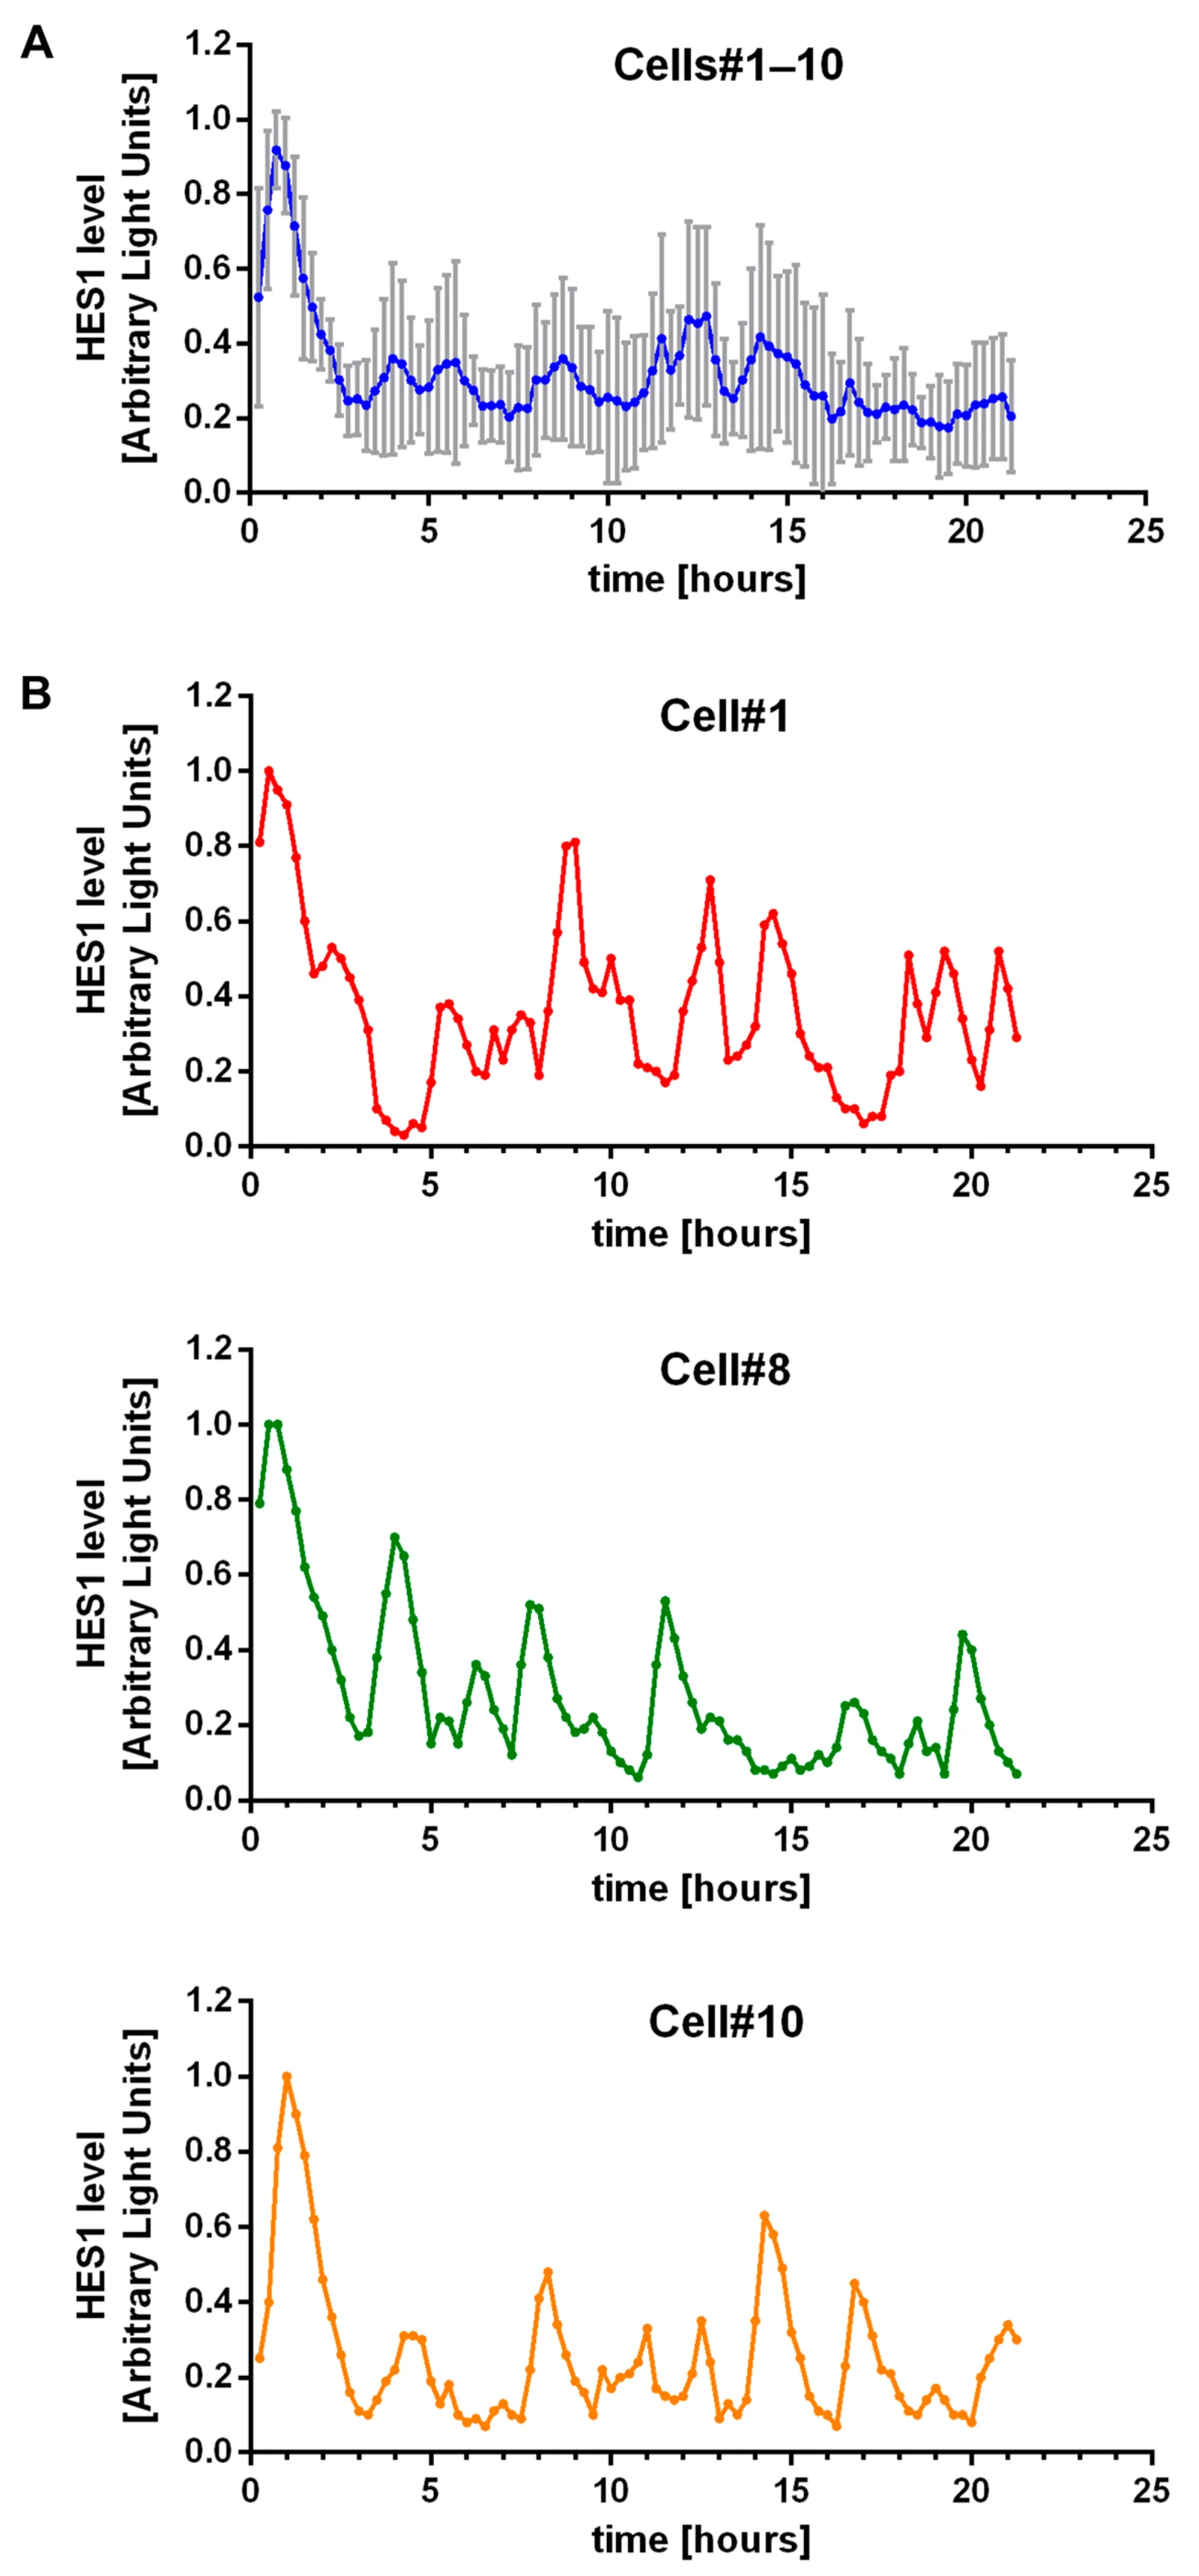
**Induction of HES1 protein by BMP6.** Luciferase activity produced in response to BMP6 in MuSCs of the Hes1-nLuc strain (luciferase coding sequences fused to the endogenous Hes1 locus; the HES1-nLuc fusion protein is produced by the gene). Live imaging of cells was used to record the luciferase signals over prolonged periods. (**A**) Average ± SD of luciferase signals obtained from a total of 10 individual cells. (**B**) Luciferase activity in response to BMP6 in three individual cells; see also Figure S4 for the remaining cells, each cell is depicted in a separate color. One of *n* = 5 biological replicates is shown.

**Figure 5:**
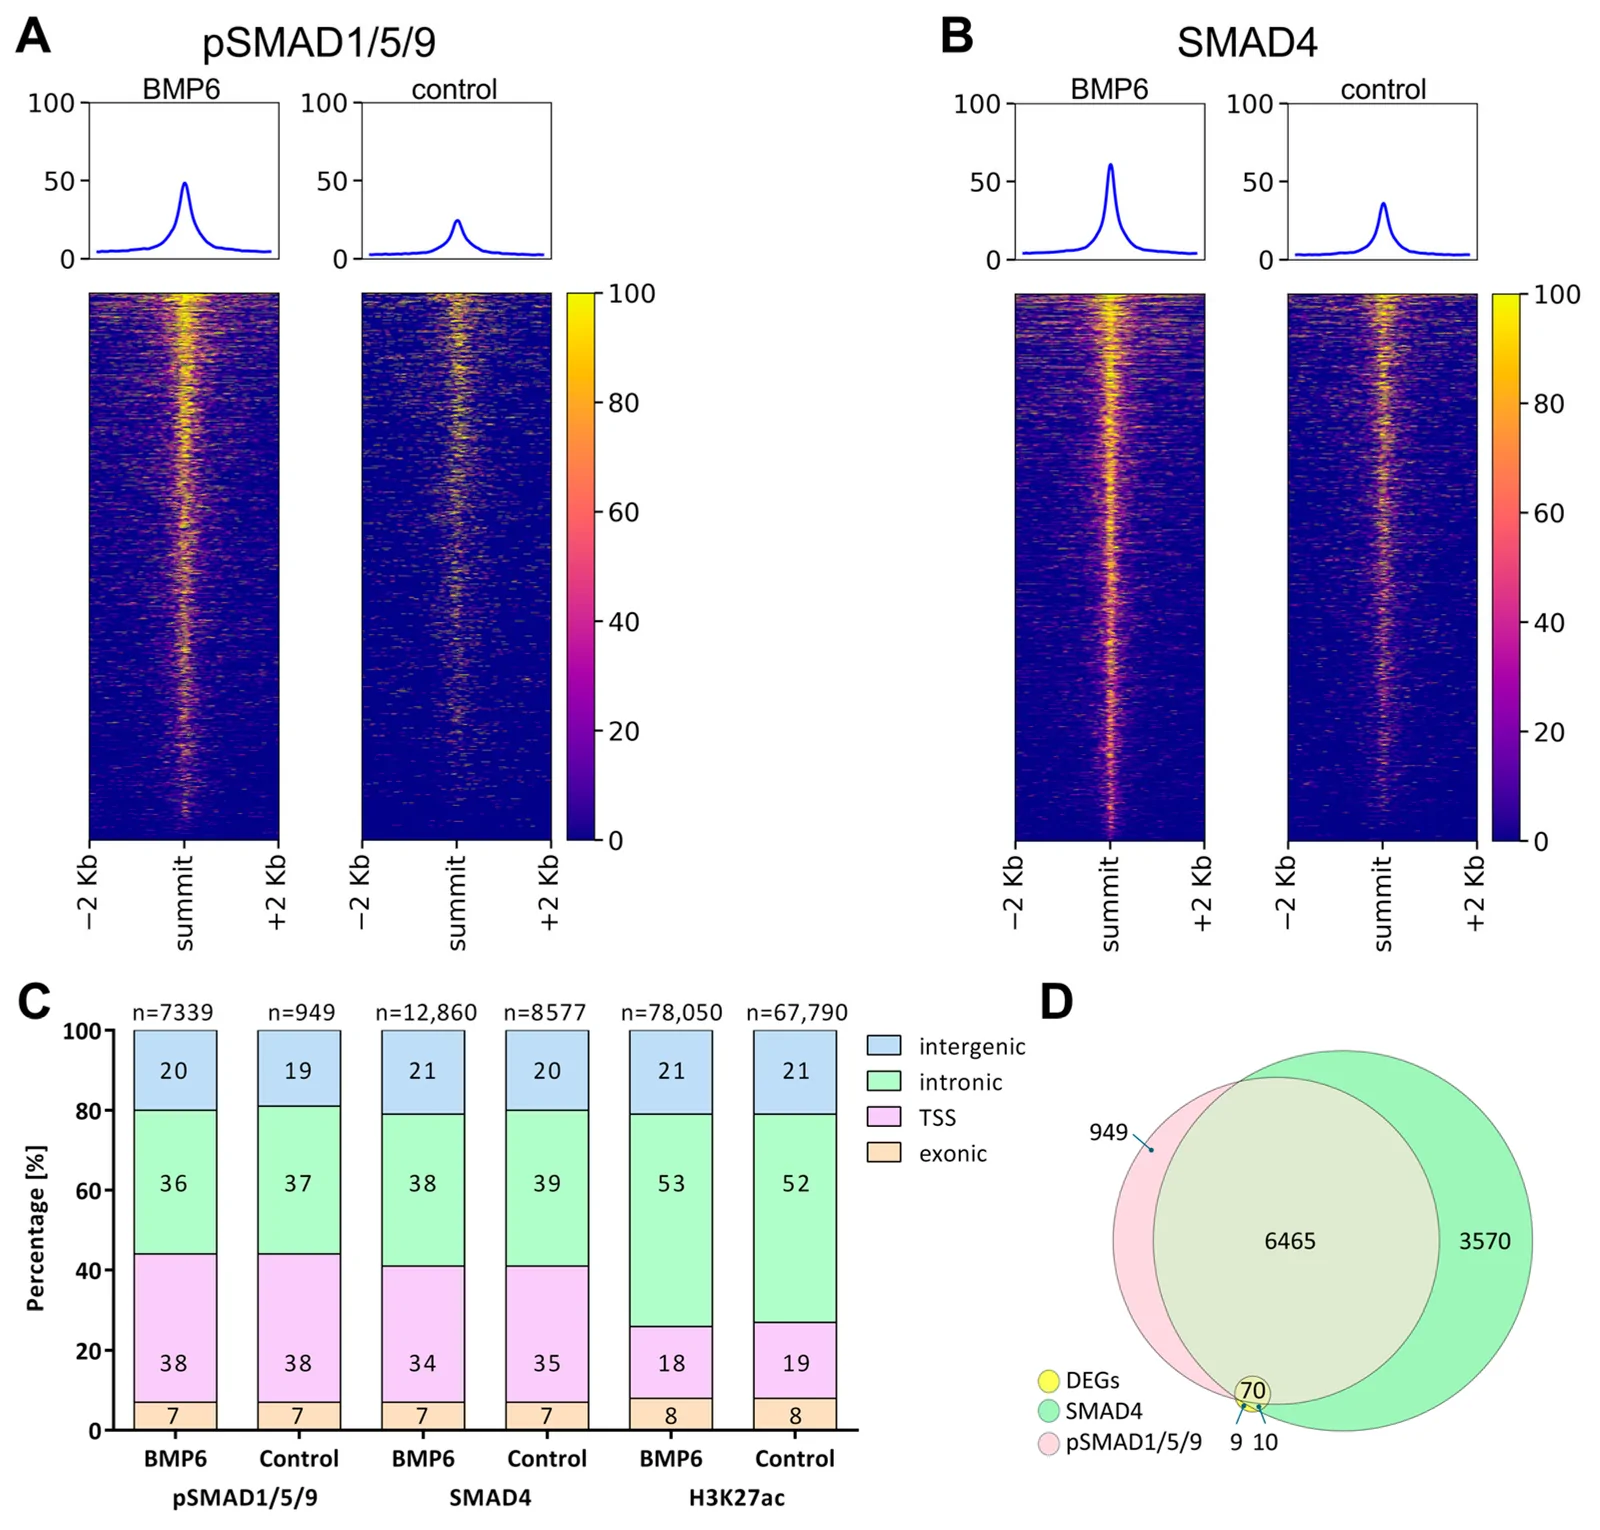
**Binding of pSMAD1/5/9 and SMAD4 to chromatin of MuSCs before and after BMP6 stimulation.** pSMAD1/5/9 and SMAD4 peaks determined by Cleavage Under Targets and Tagmentation (CUT&Tag) are enriched at transcription start sites (TSSs) and differentially expressed genes (DEGs). (**A**,**B**) Average profiles and heatmaps of pSMAD1/5/9 (**A**) and SMAD4 (**B**) peaks from BMP6-treated versus control cells centered around the peak summit. One of *n* = 2 biological replicates is shown. (**C**) Locations of SMAD and H3K27ac peaks in relation to the closest gene in BMP6-treated versus control cells. SMAD peaks are enriched in TSSs and intronic sequences. (**D**) Venn diagram demonstrating that the majority of DEGs are bound by pSMAD1/5/9 and/or SMAD4 in the gene body ±20 kb in BMP6-stimulated MuSCs.

**Figure 6:**
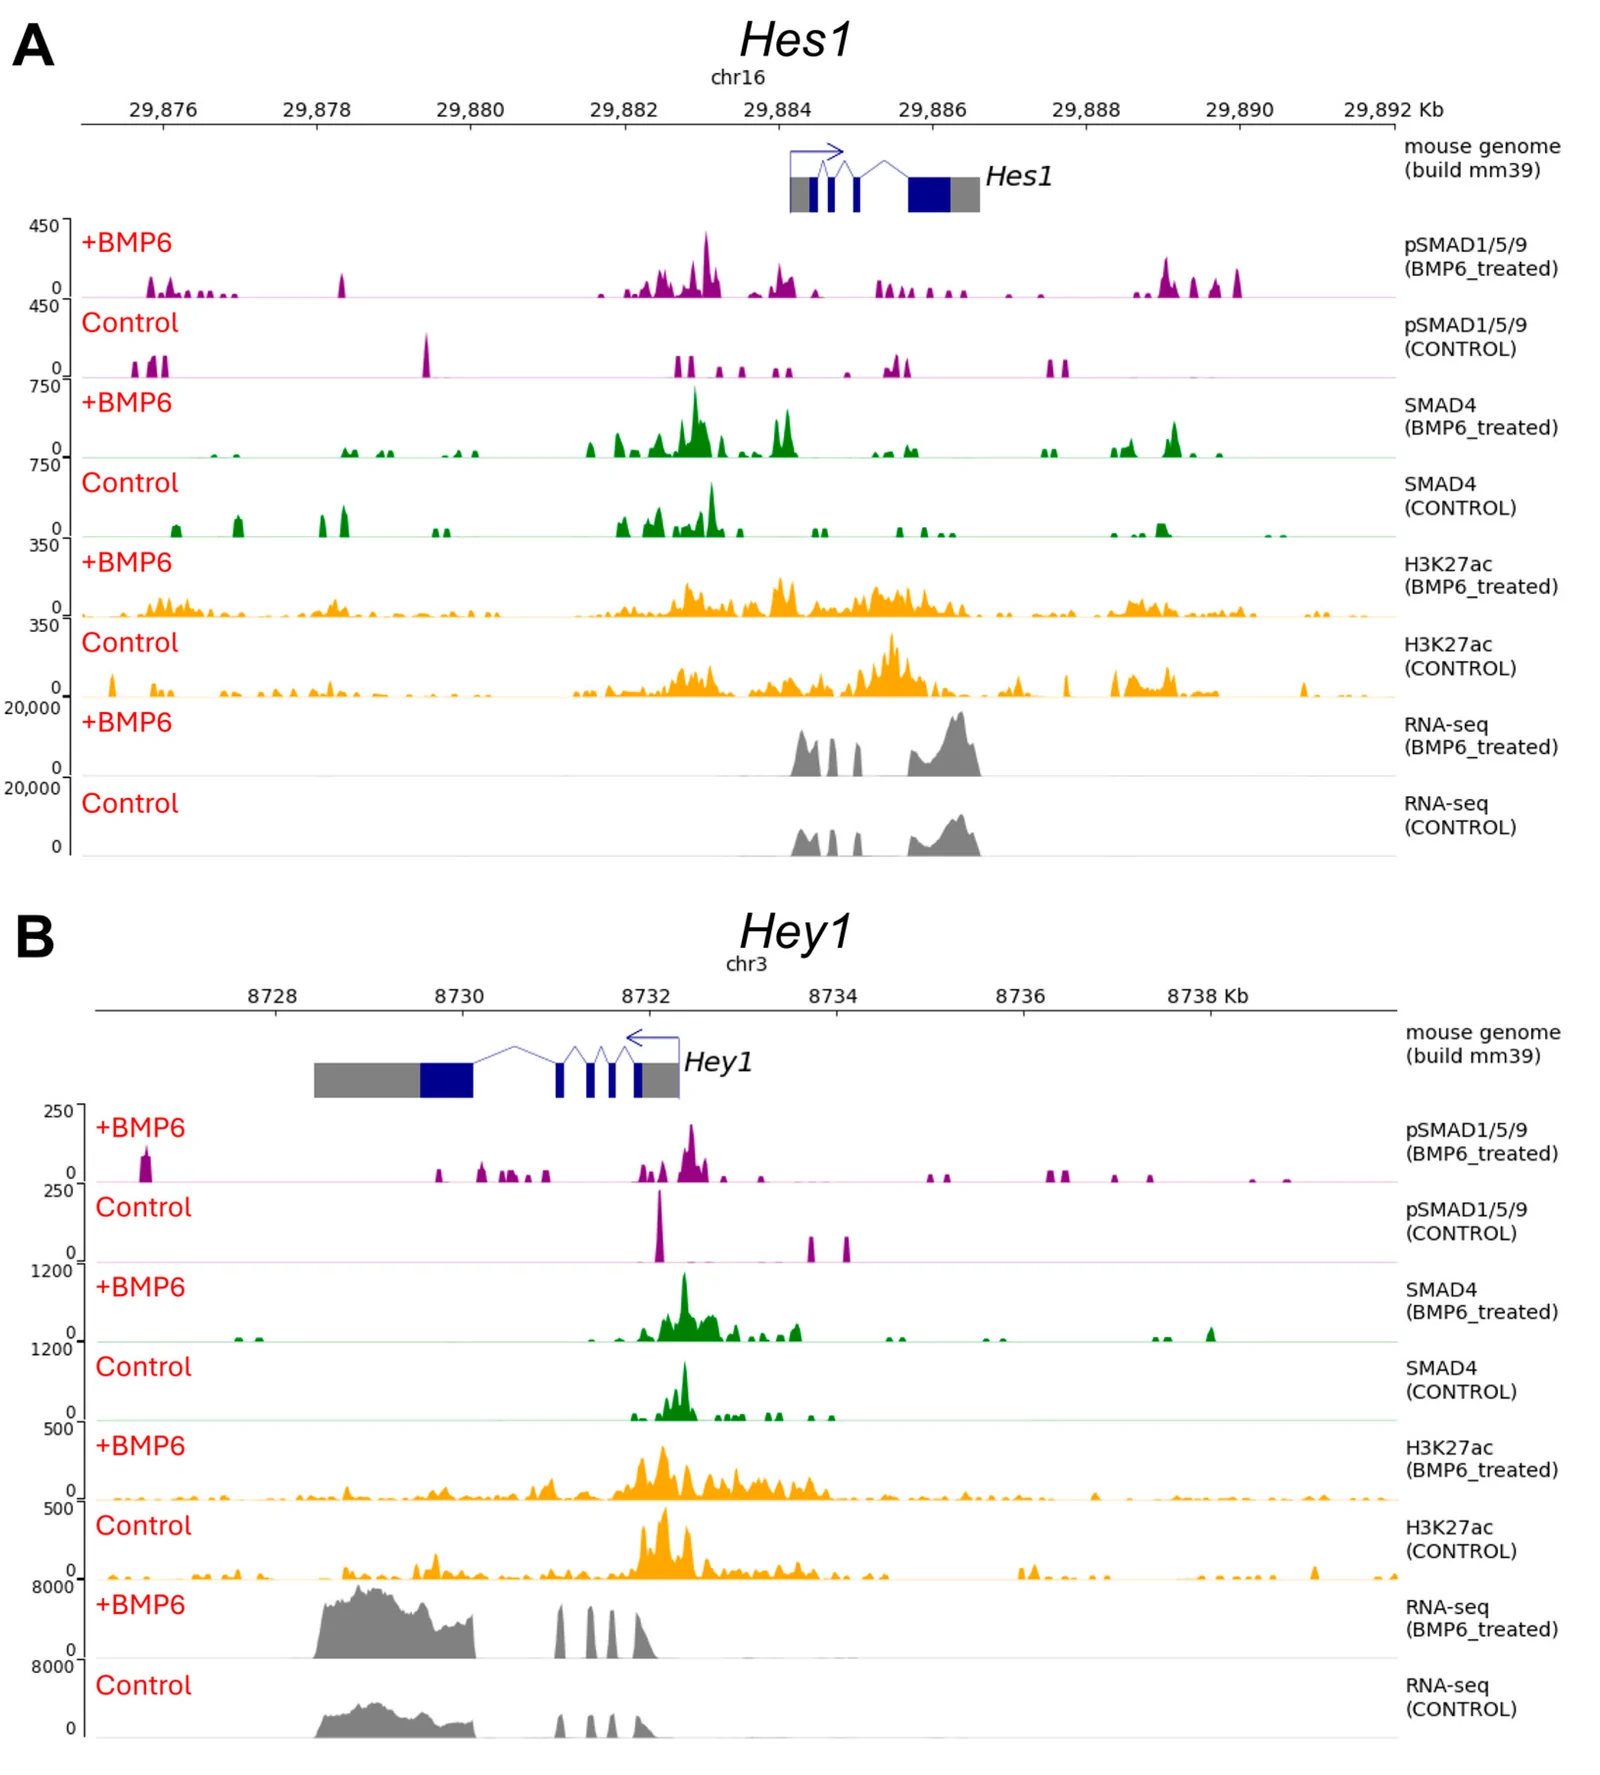
**Binding of SMADs to BMP-regulated genes.** (**A**,**B**) Binding of pSMAD1/5/9 and SMAD4 to the promoters of *Hes1* (**A**) and *Hey1* (**B**), encoding two central effector proteins of the Notch pathway. Shown are the CUT&Tag traces of pSMAD1/5/9 (BMP6 versus control) in purple, SMAD4 traces (BMP6 versus control) in green, as well as analyses of H3K27ac (BMP6 versus control) in orange. RNA-seq traces (BMP6 versus control) are depicted in grey at the bottom. One of *n* = 2 biological replicates is shown. See Figure S7 for examples of SMAD binding to additional loci.

## Data Availability

The original data presented in the study are openly available in the Gene Expression Omnibus (GEO) at GSE306430 (SuperSeries), composed of the SubSeries GSE159594 (RNA-seq 1 data), GSE127798 (microarray data), GSE305746 (RNA-seq 2 data), GSE339586 (inhibitor data, RNA-seq 3), and GSE305745 (CUT&Tag data), as well as https://doi.org/10.5281/zenodo.21389765 for BigWig files.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15161490/s1, Figure S1: Summary of RNA-based experiments; Figure S2: Validation of BMP-regulated genes using microarrays and pathway-focused PCR arrays; Figure S3: Short-term effects of BMP6 on gene expression of known target genes of canonical Notch signaling; Figure S4: Detailed example of the induction of HES1 protein by BMP6; Figure S5: Additional example of the induction of HES1 protein by BMP6; Figure S6: Comparison of RNA-seq experiments; Figure S7: Examples of pSMAD1/5/9 and SMAD4 CUT&Tag profiles; Table S1: List of the BMP signaling pathway (GO:0030509), Notch signaling pathway (GO:0007219), and skeletal muscle tissue development (GO:0007519) genes; Table S2: Changes in gene expression observed in the RNA-seq 1 experiment; Table S3: Changes in gene expression determined by microarray; Table S4: Changes in gene expression observed in the RNA-seq 2 experiment; Table S5: Differential peaks comparing SMAD binding by CUT&Tag in the presence/absence of BMP6.

## Abbreviations

The following abbreviations are used in this manuscript:

BH	Benjamini–Hochberg
BMP	Bone morphogenetic protein
BMPR1A	BMP receptor type 1A
CUT&Tag	Cleavage Under Targets and Tagmentation
DEG	Differentially expressed gene
DLL	Delta-like
FACS	Fluorescence-activated cell sorting
FBS	Fetal bovine serum
FC	Fold change
FDR	False discovery rate
FGF	Fibroblast growth factor
FPKM	Fragments per kilobase of transcript per million mapped reads
HGF	Hepatocyte growth factor
Id	Inhibitor of DNA binding
IDR	Irreproducible discovery rate
IGF-1	Insulin-like growth factor 1
JAG	Jagged
MACS^®^	Magnetic cell separation
MuSC	Muscle stem cell
Mymk	Myomaker
Myog	Myogenin
NICD	Notch intracellular domain
padj	Adjusted *p*-value
RIN	RNA integrity number
RNA-seq	RNA-sequencing
TGF-β	Transforming growth factor-β
TPM	Transcripts per million
TSS	Transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

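CUT&Tag for pSMAD1/5/9, SMAD4 and H3K27ac was made from primary mouse MuSCs stimulated with BMP6 or vehicle, with 2 biological replicates per antibody and condition. Of the 14 samples, 12 entered the 6 consensus peak lists that were used, and the 2 libraries without primary antibody were not analysed here. Samples were grouped by antibody and treatment as their labels give them.

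According to the methods, the authors subsampled the reads to an equal depth per antibody, aligned them to GRCm39 with Bowtie2, filtered them with SAMtools, and called peaks in each biological replicate with JAMM. They combined both replicates of a condition with IDR, ranked by signal, and kept peaks at an IDR of at most 0.05. For the transcription factors they used the filtered peaks of JAMM, and for H3K27ac all of its peaks. Each list has 20 columns without a header, in the order that IDR writes. The deposited score of a peak is its IDR on a scaled range, from 540 to 1000 in these lists, and the deposited signal is also a score without a fixed range, made by the authors' peak caller. In every list the signal of the consensus peak equalled the sum of the values of both replicates. The authors' lists also give the IDR of each peak as −log10 of the value, and the stricter threshold of 0.01 was read from it. The replicate columns carry no replicate number. No read counts are in the lists, so the depth behind each peak is unknown, and the number of replicates limits the precision.

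Positions were converted to 1-based coordinates. Genes were taken from GENCODE on GRCm39, as the canonical transcript of each of 21757 protein-coding genes, in place of the RefSeq Select isoforms that the methods name, which were not used here. The alternative with all curated RefSeq transcripts was run with all 166872 GENCODE basic transcripts of the same genes. Peaks were counted as shared with an overlap of at least 1 bp with bedtools 2.31.1. Tables were made in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and the genome was read with pysam 0.24.0 and samtools 1.23.1. A gene was bound when a peak overlapped its body or the 20 kb on either side. A peak was at a TSS when it overlapped the 2 kb on either side of a TSS, and otherwise in an exon, an intron or intergenic sequence, in that order. Shares have Wilson 95% intervals and Fisher's exact test was two-sided, both from scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

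The 6 motifs were counted on both strands in windows of 200 bp centred on the summit. The background was the same windows with their dinucleotides shuffled, 10 shuffles per window, with seed 20. The number of shuffles was raised from 1 to 10 after the values with 1 shuffle had been seen, because 1 shuffle left the background to the draw. The change altered the outcome of a test, which the closing section gives under both settings. P-values were adjusted with the Benjamini-Hochberg method over 42 comparisons with the background and over 12 comparisons between peak sets.

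The procedures were tested on simulated data before use. Overlaps of 1 bp were recovered for 600 of 600 planted among 2000 simulated peaks, and location for 400 of 400. Fisher's exact test called 200 of 200 changed and 1 of 1000 unchanged simulated comparisons.

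The comparisons, the motifs, the alternatives and the rule for named genes were set before the data were examined. The rule took the 18 DEGs labelled in Figure 2A, the other genes that the text names in MuSCs, Id2, Id3 and Id4, and the genes nearest to the 10 strongest pSMAD1/5/9 peaks of BMP6-stimulated cells without a control peak. Alternatives covered the IDR threshold, the overlap required, merged peaks, covered length, the TSS window, the assignment by midpoint, the transcripts, the region around a gene, the background and width of the motif windows, each replicate column left out, and autosomes only. The inclusion of lncRNA genes and the setting of 1 shuffle per window were added after the data had been seen. The mean over lists was made the main value for peak location after the values of each list had been seen. The 12 abundant genes set beside Gapdh were chosen after its number of peaks had been seen and before theirs were. Differential binding needs reads per sample and was not repeated, and the full list of DEGs was not used here.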

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

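The results in this part were picked out after their values had been seen, from genes named by the rule set in advance, the 12 abundant genes set beside Gapdh were chosen after the number of peaks at Gapdh was known, the test of control peaks at sites with H3K27ac was chosen after the results were seen, and the Notch and Id genes were first counted as genes and then as peaks, a change made after the values were seen.

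The list of pSMAD1/5/9 peaks was 7.73-fold longer in BMP6-stimulated cells than in control cells, so more peaks at a gene are what the whole list shows, and a rise at any gene below is no sign that the gene stands apart. The strongest pSMAD1/5/9 peaks of BMP6-stimulated cells, as many as the control list holds, overlapped a control peak in 39.4% of cases. This share does not decide whether the control list holds the strongest of a single set of sites. The overlap to be had from the spread in rank between replicates was not measured. In the other direction, 100% of the strongest 10% of control peaks overlapped a peak of BMP6-stimulated cells. Cutting of open chromatin whatever the antibody would raise the list of each antibody, though not necessarily by the same ratio. The ratio was 7.73 (7.23 to 8.27) for pSMAD1/5/9, 1.50 (1.46 to 1.54) for SMAD4 and 1.15 for H3K27ac. In the strongest 10% of BMP6 peaks, 57.6%, 4.59% and 0% lacked a control peak, respectively. This contrast, made after the values were seen, does not decide on such cutting. The control lists differ in length, with 949, 8577 and 67790 peaks, and a longer list leaves fewer peaks without a match. The H3K27ac lists also came from all peaks of the peak caller and not from its filtered peaks. How much of the gain such cutting accounts for stays open, and the intervals leave out error between replicates. Of the pSMAD1/5/9 peaks in BMP6-stimulated cells, 97.5% overlapped an H3K27ac peak of control cells, and of these, 11.7% (11.0 to 12.5) had a control pSMAD1/5/9 peak, while the list of H3K27ac peaks was 1.15-fold longer with BMP6. Most of the sites were thus active without BMP6. The 11.7% does not decide, because the control list holds only 949 pSMAD1/5/9 peaks, which limits the share and makes it restate the gain, and such cutting and binding gained with BMP6 cannot be told apart from it. Of the pSMAD1/5/9 peaks in BMP6-stimulated cells, 98.2% overlapped H3K27ac, and of the strongest 10% of H3K27ac peaks, 45.6% (44.5 to 46.7) overlapped a pSMAD1/5/9 peak. The share among the strongest H3K27ac peaks does not decide, because the 7339 pSMAD1/5/9 peaks are fewer than the 7805 H3K27ac peaks in that group and so limit it, and the libraries without primary antibody were not analysed here.

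At the genes of Notch ligands and receptors, whose binding the paper does not discuss, 12 pSMAD1/5/9 peaks were listed in BMP6-stimulated cells and 5 in control cells. The number of genes with a peak within 20 kb hardly differed, with 5 of the 9 genes in BMP6-stimulated cells and 4 in control cells. The 5 genes were Jag2, Notch1, Notch2, Notch3 and Notch4, and the peak counted for Notch4 lay downstream of the gene, 39689 bp from its TSS, so it may belong to a neighbouring gene. Recruitment of pSMAD1/5/9 to RBPJ sites was tested over all pSMAD1/5/9 peaks. The RBPJ motif was 1.59-fold more frequent than in shuffled windows but 1.07-fold against windows 1 kb to the side (adjusted p = 0.279, Fisher's exact test). Recruitment to RBPJ sites and the sequence composition of active regions therefore cannot be told apart, because the outcome depends on the background. Whether any of these genes changed in expression was not tested here. For the ligands, the paper reports that none was regulated by short-term BMP6.

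At Id2, Id3 and Id4, which the paper does not discuss as bound genes, 9 pSMAD1/5/9 peaks were listed in BMP6-stimulated cells and 2 in control cells, with 6 of the 9 at Id3. By genes, all 3 had a peak in BMP6-stimulated cells and 2 in control cells. No explanation specific to these genes was tested, and a response of these genes to BMP6 stays open as untested.

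Of the 10 strongest pSMAD1/5/9 peaks without a control peak, 9 were nearest to the TSS of a gene that the paper neither names in its text nor labels in Figure 2A, with Smad7, labelled there, as the exception. The nearest TSS need not be the target. The peak nearest to Tas1r2 lies between that gene and Pax7, for example. No biological explanation was tested.

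At Gapdh, 10 pSMAD1/5/9 peaks were listed within 20 kb in BMP6-stimulated cells and 4 in control cells, and only 15 of the 21757 genes had as many in BMP6-stimulated cells. If any abundantly transcribed housekeeping gene drew peaks, the 12 other abundant genes would have several each, and their median was 1 peak, with a range of 0 to 6. This argues against abundant transcription alone as the cause of the number at Gapdh. Of the 12 genes, 8 had a peak, against 6322 of the 21757 genes, whose median was 0, so a tendency of abundant genes to have some peaks stays open. Neighbouring genes in the same 20 kb stay open as untested.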

How the results depend on the processing

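The alternatives with lncRNA genes and with 1 shuffle per window were chosen after the data had been seen. Of 486 values computed under an alternative, 248 stayed within the set limit or on the same side of the threshold, 222 moved, 3 were weaker, 2 stronger and 11 reversed. Where a value changed, the cause was not tested, unless the alternative by its construction uses fewer peaks, a smaller region or more genes. No paired analysis was possible because each condition has a single consensus list whose replicate columns carry no replicate number. The authors subsampled reads to an equal depth per antibody, and the lists give no reads per peak, so no other depth was tried.

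With the IDR threshold at 0.01, which keeps fewer peaks by construction, pSMAD1/5/9 had 3674 peaks in BMP6-stimulated and 141 in control cells, and SMAD4 had 6322 and 3575. The ratios were 26.1 for pSMAD1/5/9, 1.77 for SMAD4 and 1.13 for H3K27ac. In covered length, they were 6.45, 1.65 and 1.21. Every ratio stayed above 1 under each of these alternatives.

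Shares of peaks in BMP6-stimulated cells with a control peak, and of control peaks with a peak in BMP6-stimulated cells, are given in that order. With 50% overlap of both peaks required, they were 8.72% and 67.4% for pSMAD1/5/9, 34.3% and 51.4% for SMAD4, and 61.2% and 70.4% for H3K27ac. With the midpoint required inside the other peak, they were 10.3% and 80.7%, 40.7% and 66.3%, and 67.7% and 84.2%. At the IDR threshold of 0.01, they were 3.87% and 95.7% for pSMAD1/5/9, 80.6% of control peaks for SMAD4, and 76.4% and 90.3% for H3K27ac. With only the strongest BMP6 peaks, they were 39.4% and 40.0%, 60.0% and 62.7%, and 79.2% and 83.9%. On autosomes, the H3K27ac shares were 73.4% and 88.2%.

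The share of pSMAD1/5/9 peaks with a SMAD4 peak in BMP6-stimulated cells was 57.1% with 50% overlap, 78.0% at the IDR threshold of 0.01 and 75.3% on autosomes. For SMAD4 peaks with pSMAD1/5/9 it was 32.6% with 50% overlap and 45.8% at the stricter threshold, and for pSMAD1/5/9 peaks with a control SMAD4 peak it was 44.3% with 50% overlap and 59.0% on autosomes.

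Peak location moved with most settings. For H3K27ac, the TSS, intron and intergenic shares were 14.5%, 37.1% and 30.5% with a TSS window of 1 kb. TSS, exon, intron and intergenic shares were 14.2%, 4.54%, 50.1% and 31.2% by midpoint, 19.1%, 18.2%, 35.6% and 27.1% with all basic transcripts, and 24.4%, 18.1%, 40.9% and 16.6% with lncRNA genes. At the IDR threshold of 0.01 the TSS, intron and intergenic shares were 19.2%, 34.1% and 29.5%, and on autosomes the intron and intergenic shares were 36.9% and 28.9%. For the SMAD lists, the TSS, exon and intron shares were 29.5%, 5.58% and 31.4% with a TSS window of 1 kb. By midpoint, the exon and intron shares were 2.49% and 32.8%. With all basic transcripts, the TSS, exon and intergenic shares were 37.3%, 5.57% and 28.8%. At the stricter threshold, the exon, intron and intergenic shares were 6.34%, 27.2% and 33.8%. With lncRNA genes, the TSS, exon, intron and intergenic shares were 43.2%, 5.75%, 34.6% and 16.5%.

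The overlap with H3K27ac in BMP6-stimulated cells was 97.5% for pSMAD1/5/9 and 94.0% for SMAD4 against H3K27ac peaks of control cells, 97.8% and 94.8% with H3K27ac at the stricter threshold, and 99.5% and 96.9% on autosomes. For control SMAD4 peaks it was 96.9% against H3K27ac of BMP6-stimulated cells, 95.7% at the stricter threshold and 96.9% on autosomes.

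Genes bound by pSMAD1/5/9, by SMAD4 and by both were 3582, 5205 and 2894 without flanks, 2438, 3601 and 1845 in the proximal region, 3763, 5487 and 3231 at the IDR threshold of 0.01, and 12583, 17533 and 10908 with lncRNA genes. Of the 18 DEGs, 9 were bound by both factors without flanks, and control pSMAD1/5/9 bound 2 without flanks and 1 at the stricter threshold. With 50% overlap, 60.0% of the H3K27ac peaks at these genes in BMP6-stimulated cells had a control peak, and 60.0% of the control peaks had one in BMP6-stimulated cells.

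The peaks were also ranked by the value of a single replicate column. The strongest peak at Hes1 then ranked from 365 to 390 for pSMAD1/5/9 and from 464 to 480 for SMAD4. For control SMAD4 it ranked from 1340 to 3798. At Hey1 the ranks ran from 730 to 1401, from 240 to 264 and from 344 to 867. The highest ranks in control cells, 3798 and 867, came with the first replicate column left out. The consensus lists were made with both replicates and stayed unchanged. These ranges therefore do not show what a list from a single replicate would hold.

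For motifs, the ratio of GGMGCC in pSMAD1/5/9 peaks over shuffled windows was weaker with 1 shuffle per window, at 1.05 (adjusted p = 0.0715, Fisher's exact test), than with 10 shuffles, at 1.09 (adjusted p = 2.4e-05, same exact test). Against windows 1 kb to the side, the RBPJ motif was weaker, at 1.07 in pSMAD1/5/9 peaks and 1.08 in SMAD4 peaks without pSMAD1/5/9. The composite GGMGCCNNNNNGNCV reversed in pSMAD1/5/9 peaks to 2.76 against those windows, to 1.03 in windows of 100 bp and to 1.17 outside 2 kb of a TSS, and in SMAD4 peaks without pSMAD1/5/9 to 2.61 against windows to the side and 1.01 outside 2 kb of a TSS. Between pSMAD1/5/9 peaks and SMAD4 peaks without pSMAD1/5/9, the odds ratios outside 2 kb of a TSS were stronger, at 1.49 for the composite and 1.14 for AP-1, and that of RBPJ reversed to 1.02 in windows of 100 bp. Between pSMAD1/5/9 peaks without and with a control peak, GGMGCC reversed to 0.953 in windows of 100 bp and 0.859 outside 2 kb of a TSS, the composite to 0.943 outside 2 kb of a TSS and 0.997 on autosomes, and AP-1 to 1.03 outside 2 kb of a TSS. Of the 11 reversed values, only those of the composite against windows to the side passed the threshold, with adjusted p = 1.9e-16 in pSMAD1/5/9 peaks and 4.1e-13 in SMAD4 peaks without pSMAD1/5/9 (Fisher's exact test). The others were changes around 1, with adjusted p from 0.210 to 1.00 in the same exact test.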

Differences from the paper's values

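The inclusion of lncRNA genes and the mean over the lists were chosen after the values were seen, and the other settings named here were set before the data were examined.

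The paper gives about 20% of pSMAD1/5/9 and SMAD4 peaks as intergenic, and the mean over the 4 lists was 32.4%. With all GENCODE basic transcripts the share was 28.8%, which is within 1.5 times the paper's value. It was 16.5% with lncRNA genes added, a setting chosen after seeing the values, which is also within 1.5 times the paper's value. With a TSS window of 1 kb, with the midpoint of the peak deciding, with the stricter IDR threshold and with autosomes only, the shares were 33.6%, 32.9%, 33.8% and 31.9%, and the gap remained.

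For H3K27ac peaks in exons, the paper's value is about 8% in Fig. 5C, read by eye, and the mean over both lists was 17.4%. None of the alternatives closed the gap, with 4.54% when the midpoint of the peak decided and between 17.1% and 18.2% under the others.

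The paper states that no binding of pSMAD1/5/9 or SMAD4 was found upstream of Myf5. In the consensus lists no pSMAD1/5/9 peak was present within 20 kb of Myf5, while SMAD4 peaks lay upstream of it in both conditions, with summits 3068 bp and 13578 bp from the TSS in BMP6-stimulated cells. At the stricter IDR threshold of 0.01, and in the proximal region from 1.5 kb upstream to 0.5 kb downstream of the TSS, no SMAD4 peak of BMP6-stimulated cells was upstream of Myf5. In control cells, the peak with its summit 13628 bp from the TSS passed the stricter threshold, and the peak with its summit 1609 bp from the TSS reached into the proximal region, so the difference from the paper remained there.

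The paper ranks introns as the most common location of pSMAD1/5/9 and SMAD4 peaks. In the main setting, introns came first in none of the 4 lists. By midpoint, they came first for SMAD4 in control cells alone, with 34.1% against 33.0% for intergenic sequence and 30.4% for TSSs. In the mean over the lists, a summary chosen after the values of each list were seen, TSSs had 32.7%, intergenic sequence 32.4% and introns 29.9%. The order of TSSs and intergenic sequence depended on the list and the setting. Intergenic sequence was above TSSs for SMAD4 in BMP6-stimulated cells (33.7% against 31.3%) and in control cells (32.7% against 31.2%), where introns (31.4%) were above TSSs too, and in the mean at the stricter IDR threshold (33.8% against 32.6%). In the mean, introns exceeded TSSs with a TSS window of 1 kb (31.4% against 29.5%) and by midpoint (32.8% against 31.7%), and intergenic sequence was above both in each of these settings. With lncRNA genes added, introns (34.6%) were above intergenic sequence (16.5%) in the mean and below TSSs (43.2%).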

Other observations

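The comparison of peak strength on the X chromosome, the test of gene length at Pax7, the comparison of H3K27ac peaks at matched strength and the number of shuffles behind the motif tests were chosen after the results were seen, and the other tests were set before the values they measure were seen.

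SMAD peaks on the X chromosome overlapped H3K27ac less often than those on autosomes. In BMP6-stimulated cells, 96 of the 368 pSMAD1/5/9 peaks on the X chromosome overlapped no H3K27ac peak. Of these 96 peaks, 77.1% (67.7 to 84.4) were among the weakest 10% of the list, in a comparison made after their strength was seen. The E-box CAGCTG was found in 5.21% (2.25 to 11.6) of them, 0.769-fold the frequency in their shuffled windows (p = 0.672, two-sided Fisher's exact test). In the weakest 10% of the list on the autosomes, it was found in 27.4% (24.0 to 31.1) of 609 peaks, so weakness alone is not enough to account for its rarity. These values are consistent with weak background called as peaks on the X chromosome. A lower signal threshold there cannot be told apart from other causes, because the IDR threshold sets the floor of a list for all chromosomes alike. The lowest signal of the list was 8968 on the X chromosome and 9041 on the autosomes. The weakness was seen with BMP6 and not to the same degree in control cells. Of the X-chromosomal SMAD4 peaks without H3K27ac, 73.4% of 169 in BMP6-stimulated cells and 37.0% of 46 in control cells were among the weakest 10% of their list, and of all 25 control pSMAD1/5/9 peaks on the X chromosome, 1 was. This difference between conditions was not tested. The sex of the cells was not used, and absence of H3K27ac was itself the criterion by which the peaks were chosen. With autosomes only, 99.5% of the pSMAD1/5/9 peaks in BMP6-stimulated cells overlapped H3K27ac.

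For SMAD4, the strongest peaks of BMP6-stimulated cells, as many as the control list holds, overlapped a control peak in 60.0% (59.0 to 61.1) of cases. A single set of sites and a set changed by BMP6 cannot be told apart from this share, which lies between the values that either predicted. Control SMAD4 peaks without a peak in BMP6-stimulated cells were rare among the strongest 10% of control peaks, at 0.933%, and common among the weakest 10%, at 69.1%. Loss of these peaks is therefore consistent with peaks close to the IDR threshold that passed in 1 list by chance.

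For H3K27ac, 0 of the 7805 peaks in the strongest 10% of BMP6-stimulated cells lacked a control peak, which allows a share of up to 0.0384%, while 77.8% of the weakest 10% lacked one. This is consistent with peaks close to the threshold. Gain of H3K27ac at sites bound by pSMAD1/5/9 stays open. Of the H3K27ac peaks without a control peak, 0.270% overlapped a pSMAD1/5/9 peak, against 10.5% of those with one, but this sets weak peaks against strong ones and does not decide. Within 100 groups of equal signal, the Mantel-Haenszel odds ratio of this overlap, for peaks without against with a control peak, was 0.840 (0.607 to 1.16), so gain at bound sites and its absence cannot be told apart. Both comparisons cover the presence of peaks and not a rise in their height.

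SMAD4 held at AP-1 sites in place of BMP-responsive SMAD sites was tested as an explanation for SMAD4 peaks without pSMAD1/5/9. Outside 2 kb of a TSS, the AP-1 motif was 3.78-fold more frequent than in shuffled windows in these peaks and 4.47-fold in pSMAD1/5/9 peaks, so both sets lay often at AP-1 sites. The odds ratio of the motif between them was 1.14, in favour of pSMAD1/5/9 peaks, which argues against AP-1 as what sets the SMAD4 peaks without pSMAD1/5/9 apart from pSMAD1/5/9 peaks. The latter were centred on their own summits and included those without SMAD4, and SMAD4 peaks with pSMAD1/5/9 were not compared as a set. The E-box was 2.10-fold more frequent in pSMAD1/5/9 peaks of BMP6-stimulated cells than in shuffled windows and 2.73-fold more frequent than in windows 1 kb to the side, so peaks at MYOD-type E-boxes stay open. Binding of MYOD was not measured.

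A high GC content of promoters was tested as an explanation for the BMP-responsive SMAD site GGMGCC in pSMAD1/5/9 peaks. Outside 2 kb of a TSS, the motif was 1.11-fold more frequent than in windows shuffled 10 times (adjusted p = 5.4e-04, Fisher's exact test), which argues against GC content as the whole cause. With 1 shuffle per window, the setting used first, the ratio was 1.06 (unadjusted p = 0.133, same exact test), which would have left GC content open. The change to 10 shuffles was made after that. Among 20 draws of 1 shuffle, all 20 gave a ratio above 1, from 1.04 to 1.18, and 15 had an unadjusted p under 0.05. The excess is small, and the verdict may depend on the number of shuffles.

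Pax7 had 28 SMAD4 peaks within 20 kb in BMP6-stimulated cells and 19 in control cells, the highest number of any of the 21757 genes in either list. For pSMAD1/5/9 the numbers were 15 and 8. It was singled out after its values were seen. Among the 2329 other genes with a body at least as long, the median number of SMAD4 peaks in BMP6-stimulated cells was 1, which argues against gene length as the whole cause. The highest number among them was 23, which does not bear on this, because Pax7 was picked for having the most peaks. Other technical causes, such as the number of gene copies, were not tested.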
